# Systemic lipolysis promotes physiological fitness in *Drosophila melanogaster*

**DOI:** 10.18632/aging.204251

**Published:** 2022-08-30

**Authors:** Linshan Shang, Elizabeth Aughey, Huiseon Kim, Timothy D. Heden, Lu Wang, Charles P. Najt, Nicholas Esch, Sophia Brunko, Juan E. Abrahante, Marissa Macchietto, Mara T. Mashek, Todd Fairbanks, Daniel E. L. Promislow, Thomas P. Neufeld, Douglas G. Mashek

**Keywords:** *brummer*, lipolysis, physiological fitness, stress resistance, proteostasis

## Abstract

Since interventions such as caloric restriction or fasting robustly promote lipid catabolism and improve aging-related phenotypical markers, we investigated the direct effect of increased lipid catabolism via overexpression of *bmm* (*brummer*, FBgn0036449), the major triglyceride hydrolase in *Drosophila,* on lifespan and physiological fitness. Comprehensive characterization was carried out using RNA-seq, lipidomics and metabolomics analysis. Global overexpression of *bmm* strongly promoted numerous markers of physiological fitness, including increased female fecundity, fertility maintenance, preserved locomotion activity, increased mitochondrial biogenesis and oxidative metabolism. Increased *bmm* robustly upregulated the heat shock protein 70 (Hsp70) family of proteins, which equipped the flies with higher resistance to heat, cold, and ER stress via improved proteostasis. Despite improved physiological fitness, *bmm* overexpression did not extend lifespan. Taken together, these data show that *bmm* overexpression has broad beneficial effects on physiological fitness, but these effects did not impact lifespan.

## INTRODUCTION

A large body of literature shows that lipid metabolism exerts profound regulatory effects on aging and affects stress responses [1]. Moreover, growing evidence shows that interventions that promote lipid catabolism increase lifespan [2, 3]. For example, the induction of the lysosomal lipase LIPL-4 in *C. elegans* increases mitochondrial β-oxidation to reduce lipid storage and promote longevity [4]. In *Drosophila*, overexpression of genes involved in fatty acid β-oxidation extends lifespan and enhances stress tolerance related to the *Drosophila* forkhead transcription factor (dFOXO) activation [5–7]. The protein abundance of ATGL, the primary triacylglycerol (TAG) lipase in mammals, and hormone-sensitive lipase are reduced in adipose tissue of aged (24-month-old) C57BL/6J mice compared with young mice [8]. Adipose expression of ATGL, FOXO1 and the β2-adrenergic receptor, all of which contribute to lipolysis, are reduced in both 14 and 18 month old C57BL/6J mice [9]. ATGL is also decreased in skeletal muscle of old mice [10]. These studies are consistent with reports of reduced lipolysis in adipose tissue of aged mice [11] and humans [12].

The importance of lipolysis by ATGL is highlighted by the fact that ATGL-deficient mice die prematurely due to cardiac lipid accumulation and cardiomyopathy [13]. In contrast, overexpression of ATGL-1 (the *C. elegans* homologue of ATGL) increases *C. elegans* lifespan and the life-extending effects of dietary restriction (DR) are blocked by ATGL-1 disruption [14]. In *Drosophila,* BMM is the well-characterized triglyceride lipase and mediates lipid catabolism through conserved signaling pathways [15, 16]. *bmm* overexpression decreases lipid droplet size, while *bmm*-deficiency augments TAG storage, causes obesity, and shortens lifespan, demonstrating an important role in maintaining lipid homeostasis in *Drosophila*. However, the effects of overexpression of *bmm* on *Drosophila* physiological fitness and lifespan remain to be explored. Since health-promoting interventions such as DR, exercise, and fasting are all known to promote lipolysis, we carried out comprehensive characterization of systemically increased lipolysis and tested the role of lipolysis in regulating physiological parameters in *Drosophila*.

## RESULTS

### Global *bmm* overexpression effectively promotes lipolysis in *Drosophila*

To promote lipolysis across tissue in *Drosophila*, we overexpressed *bmm* ubiquitously using a constitutive *daughterless*-*GAL4* driver crossed with a *UAS-bmm* line [15]. No significant body weight difference was observed in female *bmm* overexpression flies *versus* controls, while *bmm* overexpression male flies showed ~5% body weight decrease (*p*=0.03) (Figure 1A, 1B). Consistent with the function of BMM in TAG Consistent with the function of BMM in TAG catabolism, total TAG levels were decreased in both female and male *bmm* overexpression flies compared to their controls (Figure 1C, 1D). When subjected to starvation, flies with overexpression of *bmm* died faster than control flies (Figure 1E, 1F), which likely resulted from reduced energy storage. The increased triglyceride hydrolase activity (Figure 1G, 1H) in both female and male *bmm* overexpression flies is consistent with the known effects of BMM and the reduced TAG levels. To gain insights into the effects of *bmm* overexpression on lipid profiles, we carried out a comprehensive targeted lipidomic analysis. We observed broad decreases in TAG content across TAG lipid species in both female and male flies with *bmm* overexpression (Supplementary Figure 1A, 1B). We also detected effects of *bmm* overexpression on other lipid species, including an increase in various phospholipids and a decrease in free fatty acids in both sexes except for increased long chain saturated fatty acids in males (Supplementary Figure 1C, 1D). We also used the inducible GeneSwitch (GS) system to investigate the effects of *bmm* overexpression. The GeneSwitch system allows temporal control of gene expression by using a modified GAL4 protein that is active only when the synthetic progesterone analogue (mifepristone, RU486) is administered to the flies [17]. Using the global inducible *daughterless-GS-GAL4* line, we investigated the effects of *bmm* overexpression specifically in adulthood by feeding the flies RU486 after eclosion. Similar to non-inducible lines, total TAG level was significantly decreased in both female and male *bmm* overexpression flies compared to their controls (Figure 1I, 1J). No significant differences of TAG level were detected in control flies under vehicle and RU486 induction conditions (Supplementary Figure 1E, 1F). In addition, *bmm* overexpression increased food intake compared with controls in female flies, while male flies showed no significant food intake differences (Supplementary Figure 1G, 1H), suggesting that the decreased TAG levels were not due to reduced caloric intake. Overall, these data suggest that *bmm* overexpression promotes lipid catabolism and reduces lipid storage using both non-inducible and inducible genetic drivers.

**Figure 1:**
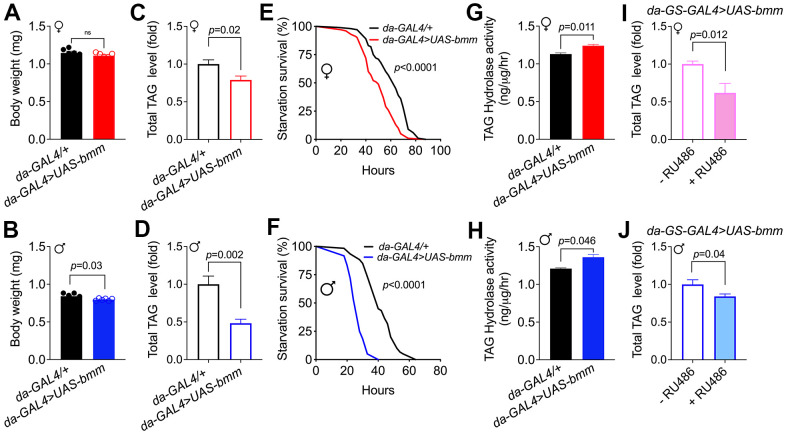
**Global *bmm* overexpression effectively promotes lipolysis in *Drosophila*.** (**A**, **B**) Body weight of *da-GAL4>UAS-bmm* flies with ubiquitous *bmm* overexpression compared with control *da-GAL4/+* flies. (**C**, **D**) TAG content in *da-GAL4/+* and *da-GAL4>UAS-bmm* flies. (**E**, **F**) The survival curves of *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies under starvation conditions fed on 1.5% w/v agar as a water source. n=100 for female group, n=60 for male group, and *p* value was determined by log-rank analysis. (**G**, **H**) TAG hydrolase activity of *da-GAL4>UAS-bmm* flies compared with control *da-GAL4/+* flies. (**I**, **J**) TAG content in inducible *da-GS-GAL4>UAS-bmm* flies with or without 50 μM RU486 induction. n=6 replicates and each replicate contained 7-10 flies for (**A**–**D**, **I**, **J**); n=3 replicates and each replicate contained 20 flies for (**G**, **H**). Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test. See also Supplementary Figure 1.

### *bmm* overexpression promotes physiological fitness in both female and male *Drosophila*

We explored the effects of ubiquitously overexpressed *bmm* in flies by investigating numerous physiological markers. Compared with control *da-GAL4/+* flies, *da-GAL4>UAS-bmm* flies had significantly increased fecundity (Figure 2A). Increased egg laying capacity was also observed when compared with *+/UAS-bmm* flies (Supplementary Figure 2A). This enhanced fecundity was also observed in *bmm* overexpression female flies using a different constitutive *Act5C-GAL4* driver (Figure 2B). Moreover, aged female and male flies with *bmm* overexpression maintained active fertility as indicated by a significantly higher number of produced pupae (Figure 2C, 2D).

**Figure 2:**
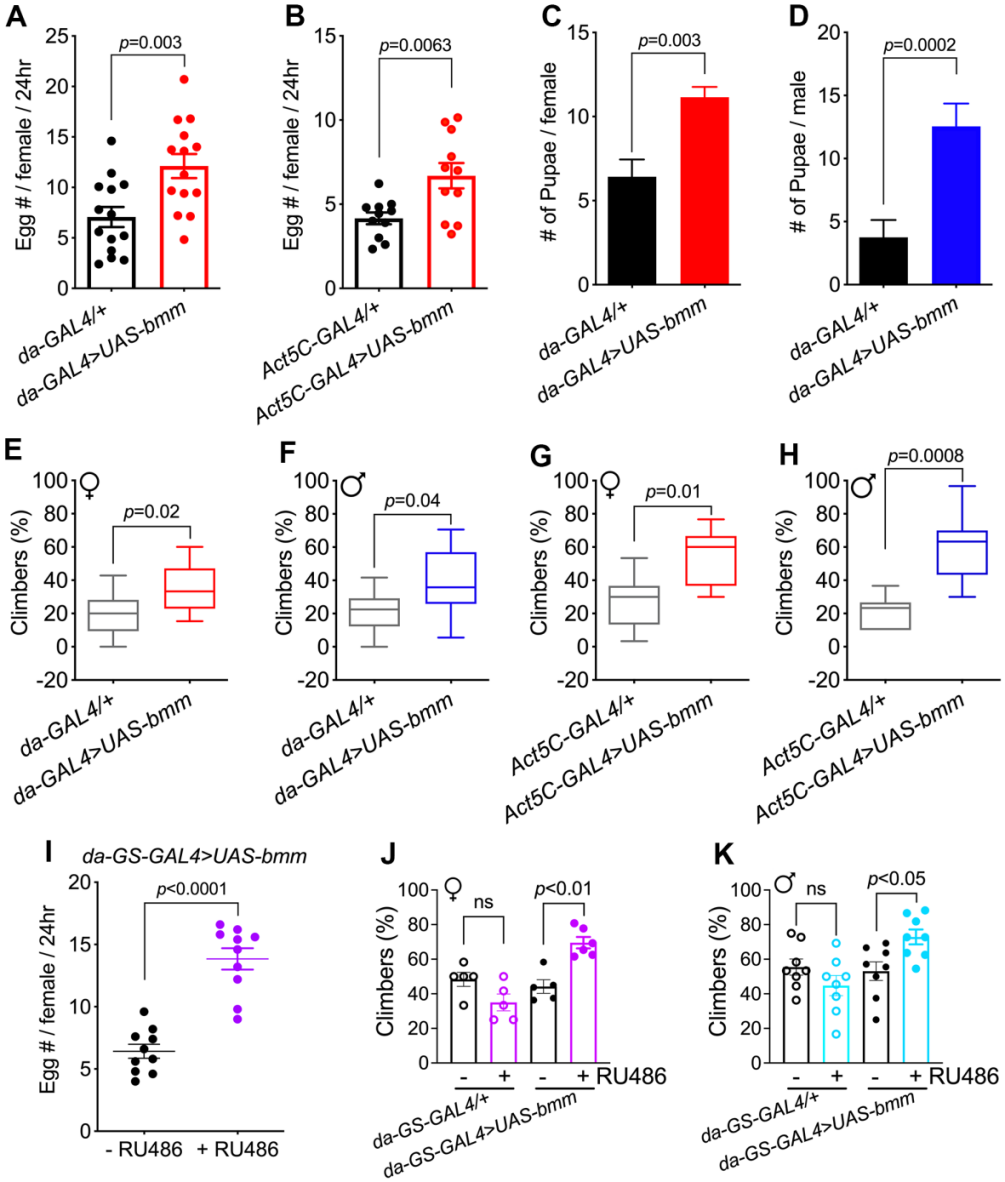
***bmm* overexpression promotes physiological fitness in both female and male *Drosophila*.** (**A**) Fecundity of 2-week-old *da-GAL4/+* vs. *da-GAL4>UAS-bmm* female flies. n=168 for *da-GAL4/+* and n=154 for *da-GAL4>UAS-bmm* group. (**B**) Fecundity of 2-week-old *Act5C-GAL4/+* vs. *Act5C-GAL4>UAS-bmm* female flies. n=93 for *Act5C-GAL4/+* and n=84 for *Act5C-GAL4>UAS-bmm* group. (**C**) Number of pupae produced by *da-GAL4/+* vs. *da-GAL4>UAS-bmm* female flies at 28 days of age paired with young male *w^1118^* flies. n=25 for each genotype. (**D**) Number of pupae produced by *w^1118^* virgin female flies after paired with *da-GAL4/+* or *da-GAL4>UAS-bmm* male flies at 30 days of age. n=80 for each genotype. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test in (**A**–**D**). (**E**) Locomotion analysis of female *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies at 38 days of age. n=84-151 for each group. (**F**) Locomotion analysis of male *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies at 40 days of age. n=147-172 for each group. (**G**, **H**) Locomotion analysis of *Act5C-GAL4/+* vs. *Act5C-GAL4>UAS-bmm* at 35 days of age. n=105 for each group. Data are shown as box and whisker plot and analyzed by two-tailed Student *t*-test in (**E**–**H**). (**I**) Fecundity of 2-week-old inducible *da-GS-GAL4>UAS-bmm* female flies with or without RU486 induction. n=50 for each group. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test. (**J**) Locomotion analysis of female flies using inducible *da-GS-GAL4* driver at 76 days of age with or without RU486 induction. n=60-73 for each group. (**K**) Locomotion analysis of male flies using inducible *da-GS-GAL4* driver at 72 days of age with or without RU486 induction. n=95-109 for each group. Data are shown as mean±SEM and analyzed by one-way ANOVA in (**J**, **K**). See also Supplementary Figure 2.

Reduced mobility is a conserved hallmark of aging, thus, we performed negative geotaxis assays to evaluate the effects of *bmm* on locomotion. In young flies, similar locomotion was observed between control and *bmm* overexpression flies. When flies reached older age, both female and male *bmm* overexpression flies exhibited increased locomotion compared with control flies (Figure 2E–2H and Supplementary Figure 2B, 2C). Similar benefits including increased egg laying and preserved climbing capacity were observed using the inducible *da-GS-GAL4* to drive *bmm* expression (Figure 2I–2K). No differences were observed in fecundity and locomotion activity in control *da-GS-GAL4/+* flies treated with vehicle or RU486 (Supplementary Figure 2D and Figure 2J, 2K). These data indicate that *bmm* overexpression preserves fecundity and mobility in older flies.

### *bmm* overexpression shows enhanced resistance upon most stress challenges and improves protein homeostasis

To understand the effect of *bmm* overexpression more comprehensively, we performed RNA-seq analysis of whole flies. 

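Whole-fly RNA was sequenced from 4 groups, female and male *da-GAL4/+* (control) and *da-GAL4>UAS-bmm* (*bmm* overexpression) flies, with 3 biological replicates per group and 20 flies per replicate. In the *da-GAL4>UAS-bmm* flies, the *daughterless* driver expresses the yeast activator GAL4 in all tissues, and GAL4 switches on the *bmm* transgene behind its *UAS* sequence. The authors made stranded mRNA libraries, aligned the trimmed reads to the BDGP6.28 genome with HISAT2, removed alignments of low mapping quality and counted the remainder on genes with featureCounts. A read that matches several near-identical genes equally well, such as the copies of *Hsp70*, could have been left out by the mapping quality filter. They deposited the counts of 17807 gene symbols without normalization, and counts scaled to library size (CPM) for 14246 gene symbols. The total count per library lay between 20068187 and 34514434 in *bmm* overexpression females (median 32663261) and between 31787861 and 33856165 in control females (median 32874687). In males it lay between 27756412 and 31554377 with *bmm* overexpression (median 29533306) and between 24472531 and 34799635 in controls (median 26843361). *bmm* itself was at 4796, 5122 and 4455 CPM in *bmm* overexpression female replicates 1, 2 and 3 and at 138, 131 and 147 CPM in control females. In males it was at 10620, 12055 and 11049 CPM with *bmm* overexpression and at 474, 234 and 192 CPM in controls. Every *bmm* overexpression library thus lay above every control library of its sex (two-sided exact permutation test, p = 0.1 in each sex, the smallest p that 3 libraries against 3 allow). The log2 fold change of *bmm* was 5.14 (standard error 0.07) in females and 5.21 (standard error 0.35) in males, with adjusted p-values of 3.0e-10 and 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each sex was then filtered with edgeR's filterByExpr and compared by edgeR's exact test, which the paper's methods name. The separate fits and TMM normalization, which they do not name, were chosen here. The normalization, the filter on low counts and the choice of the exact test over the quasi-likelihood test could change the number of genes called. Replicates of a group differed from each other by more than the sampling noise of their counts.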

We identified 148 differentially expressed genes in females and 205 differentially expressed genes in males in response to *bmm* overexpression (FDR < 0.05 and absolute value (log_2_(fold-change)) > 1) (Supplementary Figure 3A, 3B). 

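In females, 10488 genes passed the expression filter and 148 were past both thresholds, of which 128 were higher and 20 were lower in *bmm* overexpression flies. In males, 13632 genes were tested and 205 passed, of which 34 were higher and 171 were lower. The 3 *bmm* overexpression libraries lay all above or all below the 3 control libraries for 136 of the 148 genes and for 202 of the 205 genes. Chance gives 10% for genes that were not selected, but these genes were selected on the same libraries, so their separation is not a test. At an adjusted p-value under 0.05 alone, without the limit on the fold change, 1491 genes in females and 587 in males passed. The counts moved most, among the alternative tests, when the deposited CPM were tested by limma-trend with a pseudocount of 1, which called 19 genes in females and 36 in males. The quasi-likelihood test called 114 genes in females and 59 in males. With each library left out in turn, the count stayed between 116 and 192 in females. In males it ran from 145, without *bmm* overexpression replicate 3, to 307, without control replicate 3. Of the 171 genes lower in *bmm* overexpression males, 21 belonged to a list of yolk, vitelline membrane and chorion genes. In control male replicates 1, 2 and 3, the median gene of that list was at 5.40%, 1.31% and 0.664% of its level in *bmm* overexpression females. It was at 0.206%, 0.138% and 0.155% in the *bmm* overexpression males. After these shares of the female profile were subtracted, a step chosen after seeing the data, 79 genes were lower and 36 were higher in *bmm* overexpression males. Of the 171 genes, 77 were still lower, and for 32 of these the female RNA, at the highest share of any gene of the list, gives the greater part of the fall.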

Pathway enrichment analysis of the differentiated genes revealed that cellular responses to various forms of stress were upregulated in female *bmm* overexpression flies (Figure 3A). 

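The gene ontology sets behind Figure 3A were not used here, and lists of stress genes drawn up in advance were tested in females by camera, a test of a gene set against all other tested genes, with Benjamini-Hochberg adjustment over 12 lists. The 15 tested inducible heat-shock genes were higher as a set (median log2 fold change 0.21, 11 of 15 genes higher, adjusted p = 9.1e-12 from limma's camera). This call rested on *Hsp70Ba* and *Hsp70Bb*, without which the adjusted p of the list was 0.806 when recomputed after seeing the data. The antimicrobial peptides were higher by a median of 0.46, with 11 of 15 genes higher (adjusted p = 0.0125 from limma's camera), but the call was lost under limma's fry (adjusted p = 0.209). It was also lost without control replicate 1 (median 0.08, adjusted p = 0.452 from limma's camera) and without *bmm* overexpression replicate 3 (median 0.11, adjusted p = 0.065). The chaperones of the endoplasmic reticulum (median −0.05, adjusted p = 0.188 from limma's camera), the genes of the mitochondrial unfolded protein response (median −0.07, adjusted p = 0.188) and the antioxidant genes (median −0.01, adjusted p = 0.628) did not differ from the other genes. Among the differentially expressed genes were 2 heat-shock genes and 2 antimicrobial peptide genes, which was not past the threshold after adjustment (one-sided Fisher's exact test, adjusted p = 0.0737 for each list). With the p-values adjusted over the list alone, 4 heat-shock genes, 3 antimicrobial peptide genes, 2 antioxidant genes and 1 gene of the mitochondrial unfolded protein response were under 0.05, as against 4, 3, 2 and 1 when adjusted over all tested genes. Of the latter, the heat-shock and antimicrobial peptide genes were all higher. The antioxidant genes were 1 higher and 1 lower, and the gene of the mitochondrial unfolded protein response, *Hsp60A*, was lower.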

Among the significantly differentially expressed genes, heat shock protein HSP70 family members including *Hsp70Ba, Hsp70Bb* were highly upregulated in both female and male *bmm* overexpression flies (Supplementary Figure 3C–3F).

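*Hsp70Bb* lies on chromosome 3R from 12505793 to 12508139 and *Hsp70Ba* on 3R from 12465453 to 12467776 in the BDGP6.54 annotation, matched by symbol. In females, the log2 fold change of *Hsp70Bb* was 7.67 (standard error 0.13, adjusted p = 5.9e-10 from edgeR's quasi-likelihood test) and that of *Hsp70Ba* was 5.34 (standard error 0.39, adjusted p = 5.0e-38 from edgeR's exact test). In males, *Hsp70Bb* rose by 5.22 (standard error 0.52, adjusted p = 3.4e-17 from edgeR's exact test). *Hsp70Ba* rose by 2.08 in males (standard error 0.66), which was not past the threshold after adjustment (adjusted p = 0.0806 from edgeR's exact test). Without male control replicate 2, the rise of *Hsp70Ba* in males was 3.50 with an adjusted p of 4.6e-18. The 2 genes are near-identical copies, so the authors' counting could have split or dropped reads between them. No other inducible heat-shock gene tested was past both thresholds in either sex. Of those with a mean of at least 5 CPM, the largest rise was that of *stv* in females, 0.31 (adjusted p = 0.0030 from edgeR's exact test), and that of *DnaJ-1* in males, 0.08 (adjusted p = 0.866). *Hsp26* changed by −0.95 in males (adjusted p = 0.0196 from edgeR's exact test). It was at 107, 62.5 and 47.9 CPM in male control replicates 1, 2 and 3, the order of the female RNA in them, and at 902 CPM in *bmm* overexpression females. After subtraction of female RNA its change was −0.52 (adjusted p = 0.0269). The excess of *Hsp70Bb* over the mean control level was 5.58% ± 0.26 (SD, n = 3) of the excess of *bmm* in females and 4.83% ± 0.20 (SD, n = 3) in males. From the rise of *Hsp70Ba* and *Hsp70Bb* in the RNA-seq data, the paper states that HSP70 family members were highly upregulated by *bmm* overexpression in both sexes.

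**Figure D1:**
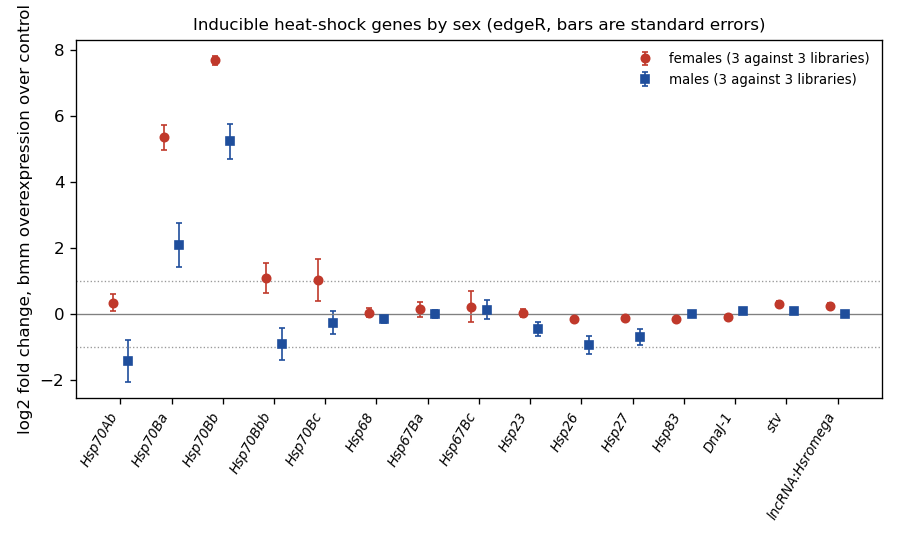
Log2 fold change of each tested inducible heat-shock gene between *bmm* overexpression and control flies (vertical axis), with females as circles, males as squares and standard errors as bars. *Hsp70Bb* lies at 7.67 in females and 5.22 in males, while *stv* in females lies at 0.31.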

**Figure 3:**
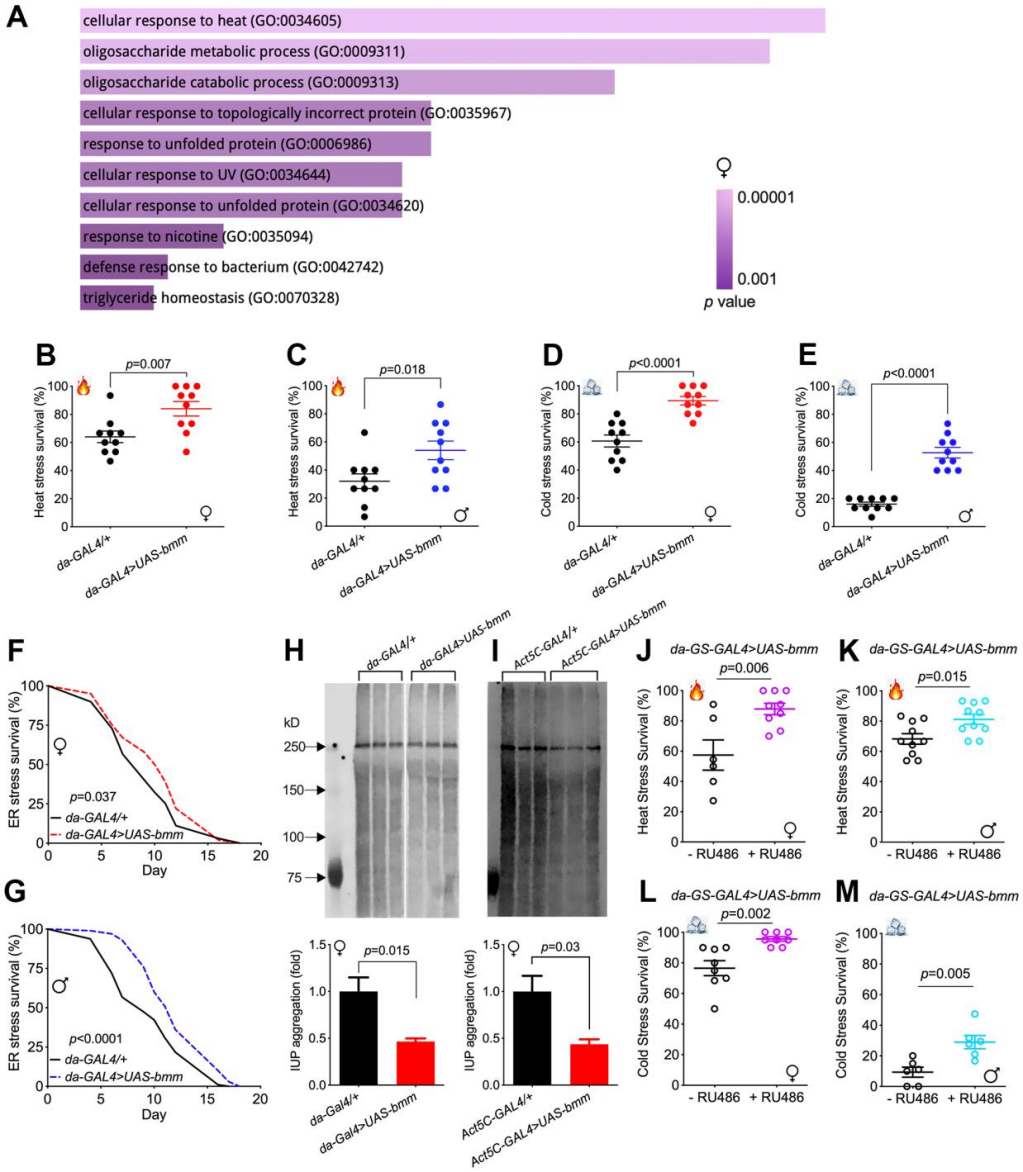
***bmm* overexpression enhances stress resistance and improves protein homeostasis.** (**A**) Gene ontology enrichment analysis using FlyEnrichr identified the top 10 significantly enriched biological processes for the total DEGs identified in RNA-seq analysis for female *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies, ranked by *p* value. The length of the bar represents the significance of the corresponding specific biological process. (**B**, **C**) Heat stress resistance test in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. (**D**, **E**) Cold stress tolerance test in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test in (**B**–**E**). n=150 for each group. (**F**, **G**) The survival curves upon tunicamycin-induced ER stress of *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies*.* n=97-100 for each group and *p* value was determined by log-rank test. (**H**, **I**) Insoluble ubiquitinated protein (IUP) aggregation measurements by Western blotting in old female control vs. *bmm* overexpression flies at 35 to 40 days of age. n=3-6 replicates for each group, and each replicate protein was extracted from 10 flies. Samples in (**H**) were run on the same blot with the middle lanes of unrelated treatment groups cropped out. Data are shown as mean±SEM and statistical analysis was carried out by two-tailed Student *t*-test. (**J**, **K**) Heat stress resistance test in inducible *da-GS-GAL4>UAS-bmm* flies with or without RU486 induction. n=64-139 for each group. (**L**, **M**) Cold stress tolerance test in inducible *da-GS-GAL4>UAS-bmm* flies with or without RU486 induction. n=104-160 for each group. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test in (**H**–**M**). See also Supplementary Figures 3, 4.

Based on the changes in expression of heat shock proteins, we subjected flies to heat stress by incubating the flies at 37° C. Female and male flies overexpressing *bmm* showed robust resistance to heat stress, with significantly higher survival rates than the control flies (Figure 3B, 3C and Supplementary Figure 4A), with the exception that male *bmm* overexpression flies did not show better survival when compared with *+/UAS-bmm* controls (Supplementary Figure 4B). Up-regulation of *Hsp70s* has also been reported to be important for cold tolerance [18]. When subjected to cold challenge, *bmm* overexpression also enabled stronger resistance against cold stress in both female and male flies (Figure 3D, 3E and Supplementary Figure 4C, 4D). Since Hsp70 proteins are molecular chaperones that play pivotal roles in protein folding and maintaining proteostasis [19], we subjected flies to tunicamycin-induced endoplasmic reticulum (ER) stress. Both female and male *bmm* overexpression flies demonstrated higher survival under ER stress conditions (Figure 3F, 3G and Supplementary Figure 4E, 4F). In addition, insoluble ubiquitinated protein (IUP) aggregation, which is a hallmark of aging [20, 21], was significantly decreased in *da-GAL4>UAS-bmm* and *Act5C-GAL4>UAS-bmm* flies, but this effect was limited to females (Figure 3H, 3I and Supplementary Figure 4G–4L). Increased resistance to both heat and cold stress was also observed in response to RU486-mediated induction in adult female and male *da-GS-GAL4>UAS-bmm* flies (Figure 3J–3M), but not in control *da-GS-GAL4/+* flies (Supplementary Figure 4M–4P), suggesting that the beneficial effects of *bmm* are not due to changes in development. Taken together, these data show that *bmm* overexpression increases the resistance to various stress conditions and preserves protein homeostasis in aged flies.

### *bmm* overexpression increases mitochondrial biogenesis and oxidative metabolism

To further investigate the metabolic changes underlying the physiological effects of *bmm* overexpression, we performed targeted metabolomics analysis on whole flies [22]. In total, 202 metabolites were detected, among which 63 metabolites were significantly different between *bmm* overexpression and control female flies (Figure 4A), and 32 significant differential metabolites in male flies (Figure 4B). Pathway analysis revealed that *bmm* overexpression impacted amino acid metabolism, the urea cycle, and purine/pyrimidine metabolism among others (Figure 4C, 4D and Supplementary Figure 5A, 5B). In addition, enriched pathways also included cardiolipin biosynthesis and electron transport chain (Figure 4C, 4D), suggesting alterations in mitochondrial biogenesis and metabolism. Indeed, and in line with previous studies showing lipolysis promotes increased β-oxidation [23], *bmm* overexpression flies had increased levels of ketone body 3-Hydroxybutyric acid (3-HBA) (Figure 5A, 5B) and increased rates of fatty acid oxidation compared with controls (Figure 5C, 5D). Yet, we did not observe significant differences of oxygen consumption rate from mitochondria isolated from control and *bmm* overexpression flies when normalized by mitochondrial protein (Figure 5E, 5F). However, mitochondrial DNA copy number was nearly doubled in both female and male *bmm* overexpression flies compared with controls (Figure 5G, 5H), which suggested the increase in fatty acid oxidation in *da-GAL4>UAS-bmm* flies was due to increased mitochondrial biogenesis triggered by *bmm* overexpression rather than increased mitochondrial function. This was further confirmed by mitochondrial protein concentration measurements (Figure 5I, 5J and Supplementary Figure 6A, 6B) as well as MitoTracker staining in *bmm* overexpression flies (Figure 5K, 5L). These results are consistent with previous studies in mammalian cells linking ATGL with increased mitochondrial biogenesis [24]. With mitoDNA content increased, there may be an imbalance between mitochondria and nucleus encoded mitochondrial proteins, leading to mitochondrial unfolded protein response (UPR^mt^) [25]. Marginal yet significant increases in expression was detected in the UPR^mt^ genes *Hsp60* and *Hsp22,* and a ~5 fold increase of mRNA expression level of *TRAP1* gene was observed in both female and male *bmm* overexpression flies (Figure 5M, 5N), suggesting an induction of the UPR^mt^ as a result of increased *bmm*. Collectively, these data suggest that increased mitochondrial content and dynamics may contribute to the observed phenotypes.

**Figure 4:**
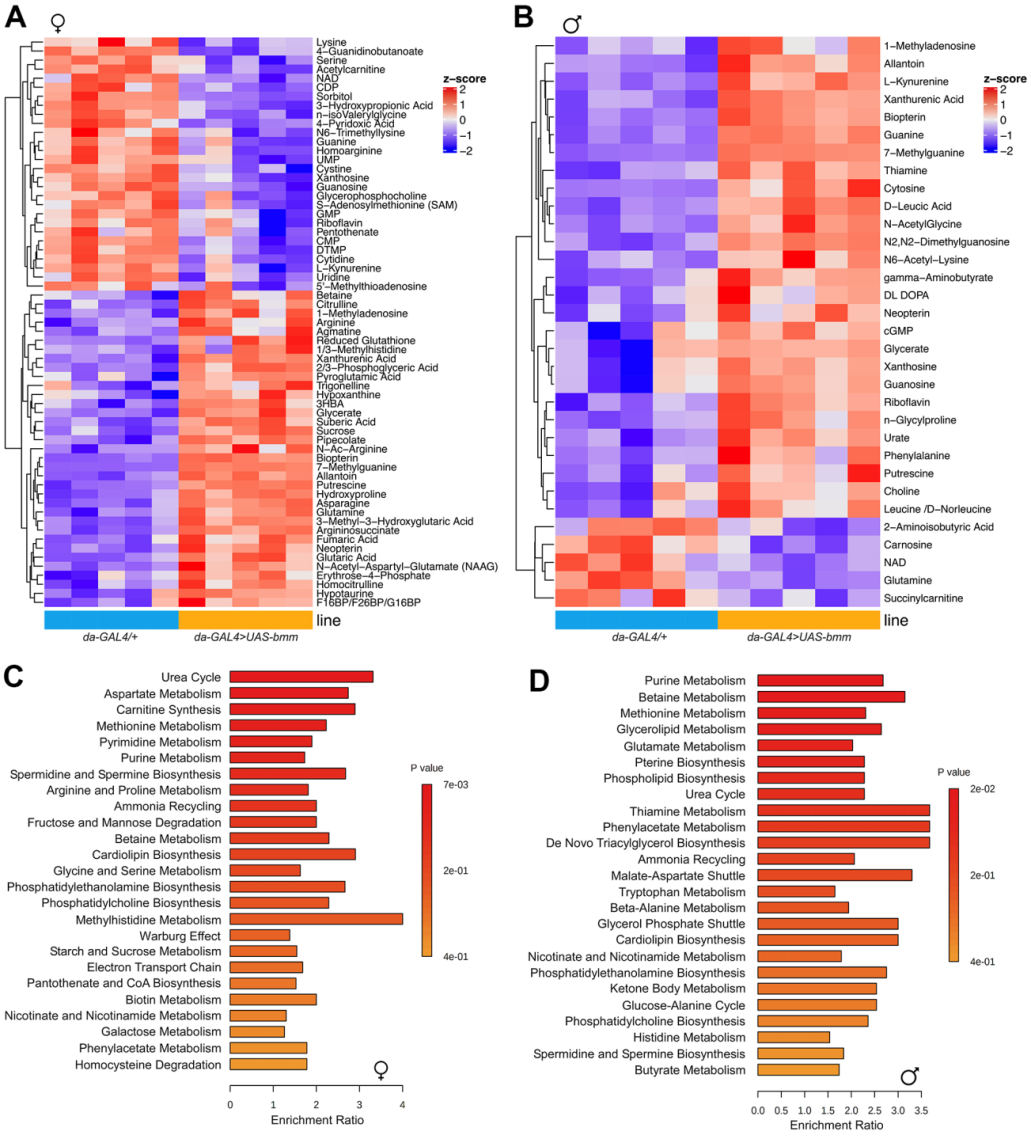
***bmm* overexpression increases mitochondrial biogenesis and oxidative metabolism.** (**A**) Heatmap of 63 significantly differentiated metabolites identified between *da-GAL4/+* and *da-GAL4>UAS-bmm* female flies by targeted metabolomics analysis. (**B**) Heatmap of 32 significantly differentiated metabolites identified between *da-GAL4/+* and *da-GAL4>UAS-bmm* male flies by targeted metabolomics analysis. (**C**, **D**) Pathway analysis of significantly differentiated metabolites identified between *da-GAL4/+* and *da-GAL4>UAS-bmm* flies. Each row represents a pathway and each bar indicates the enrichment of the metabolites detected in a given pathway. Color bar represents significance. See also Supplementary Figure 5.

**Figure 5:**
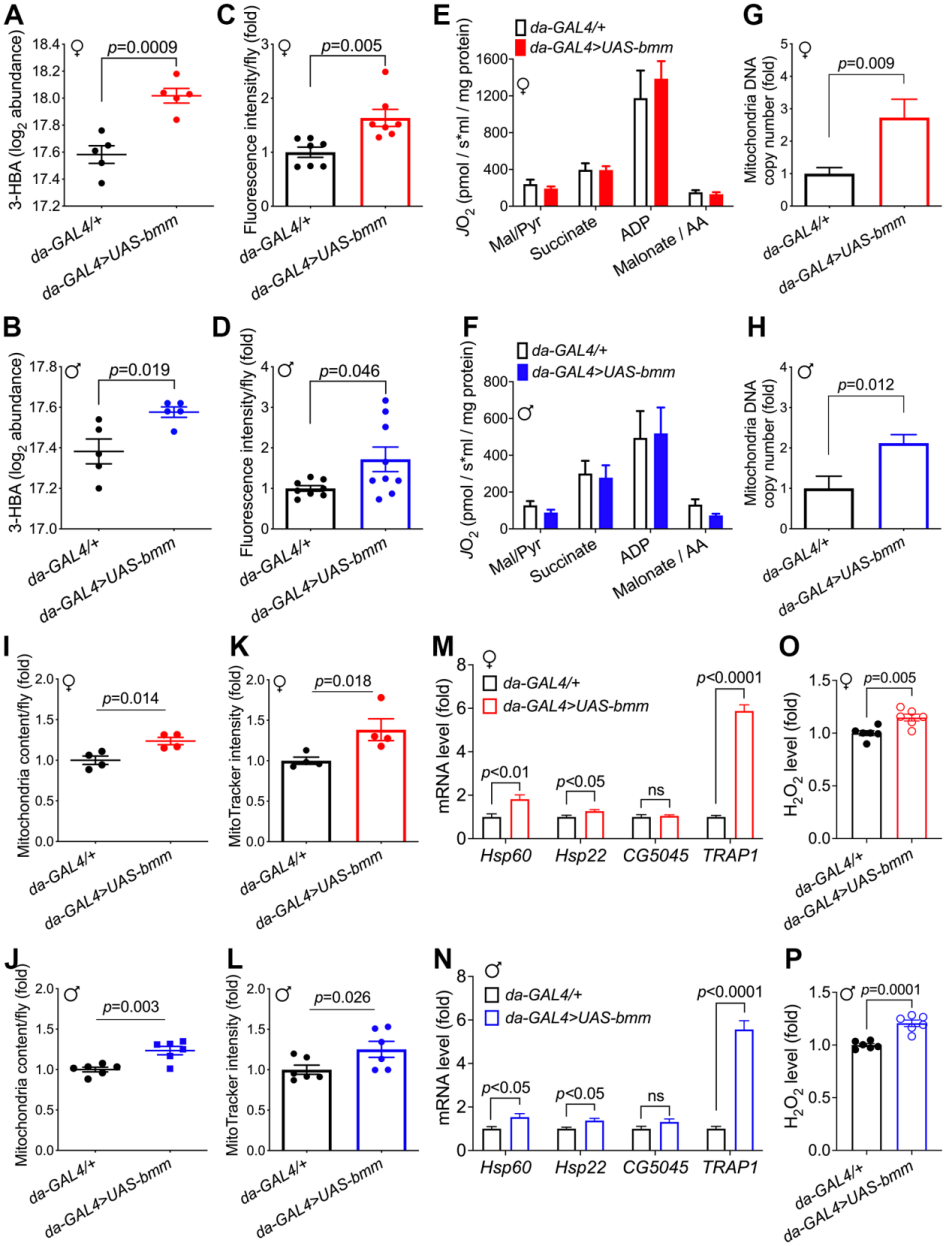
***bmm* overexpression increases mitochondrial biogenesis and oxidative metabolism.** (**A**, **B**) Level of 3-hydroxybutyrate (log_2_ abundance) in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. n=5 replicates, and each replicate contained 20 flies. FDR=0.0008 for *bmm* overexpression vs. control females, and FDR=0.13 for males. (**C**, **D**) β-oxidation rate measurement using fatty acid oxidation direct detection reagent, FAOblue (10 μM for 1 hour incubation). Each group consists of n=7-9 replicates, and each replicate sample was extracted from 20 flies. Data are shown as mean±SEM. Statistical analysis was carried out by two-tailed Student *t*-test in (**A**–**D**). (**E**, **F**) Oxygen consumption rate measurements of isolated mitochondria from *da-GAL4/+* and *da-GAL4>UAS-bmm* flies, when stimulated by indicated reagents. Data are shown as mean±SEM and normalized by mitochondria protein. Statistical analysis was carried out by two-way ANOVA. n=5-6 replicates, and each replicate contained mitochondria extracted from 50 flies. Mal/Pyr: malate + Pyruvate; AA: antimycin A. (**G**, **H**) Quantification of mitochondrial DNA copy number in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. Data are shown as fold change of mitochondrial *Cytb* DNA normalized to nuclear histone DNA. n=6-11 replicates, and each replicate was extracted from 10 flies. (**I**, **J**) Quantification of mitochondrial content in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. n=4 replicates for females, and n=6 replicates for males. Mitochondria were isolated from 50 flies for each replicate, and protein content was quantified by BCA analysis. (**K**, **L**) MitoTracker intensity measurement of *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies to assess mitochondrial mass. n=4 replicates for females, and n=6 replicates for males with 50 flies for each replicate. (**M**, **N**) Mitochondrial UPR genes mRNA expression level measurement in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. n=7-11 replicates. (**O**, **P**) H_2_O_2_ level measurement in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. n=6 replicates. Data are shown as mean±SEM. Statistical analysis was carried out by two-tailed Student *t*-test. See also Supplementary Figure 6.

Among the significantly changed metabolites, reduced glutathione (GSH), a major antioxidant, was observed to be increased in female *bmm* overexpression flies (Supplementary Figure 6C), but this was not the case for the male flies (Supplementary Figure 6D). A recent study reports that sustained β-oxidation via ATGL-1 activation in *C. elegans* evokes mitochondrial stress response and triggers a feedback transcriptional loop shielding the organism from life-shortening mitochondrial stress in the face of continuous fat oxidation [26]. Consistent with the hypothesis that *bmm* overexpression flies would be subjected to higher oxidative pressure, significantly higher ROS level was observed in both female and male *bmm* overexpression flies (Figure 5O, 5P), which may also contribute to the UPR^mt^ induction [25]. In addition, female *bmm* overexpression flies were more sensitive to increased oxidative stress conditions when challenged by both high and low concentrations of H_2_O_2_ (Supplementary Figure 6E–6H). These data suggest that *bmm* overexpression female flies maintain a delicate balance in managing oxidative stress such that antioxidant defenses are kept compatible with the elevated rates of fatty acid oxidation to ensure a robust energy supply.

### *bmm* overexpression has marginal or no effects on lifespan in *Drosophila*

Given the robust effects of *bmm* overexpression on numerous physiological parameters, we investigated if these effects translated to alterations in lifespan. Although flies overexpressing *bmm* using the *da*-*GAL4* driver had significantly prolonged median lifespan when compared with *da-GAL4/+* flies, they were much shorter-lived when compared with *+/UAS-bmm* control flies (Figure 6A, 6B and Supplementary Table 1). The longer lifespan of *+/UAS-bmm* control flies than the *GAL4/+* control flies (Figure 6A, 6B) was consistent with previously reported lifespan phenotypes [27], which suggests potentially adverse health effects imposed by the excess exogenous expression of GAL4 protein especially in the later life stage. Furthermore, using inducible *da-GS-GAL4* line, we observed only marginal lifespan extension effects in female flies with *bmm* overexpression upon RU486 induction (5.4% median lifespan increase) (Figure 6C), and no lifespan extension effects were observed in male flies (Figure 6D); control *da-GS-GAL4/+* flies showed no lifespan changes under vehicle and RU486 induction conditions (Figure 6E, 6F). Thus, we conclude that increased expression of *bmm* results in marginal or no lifespan extension.

**Figure 6:**
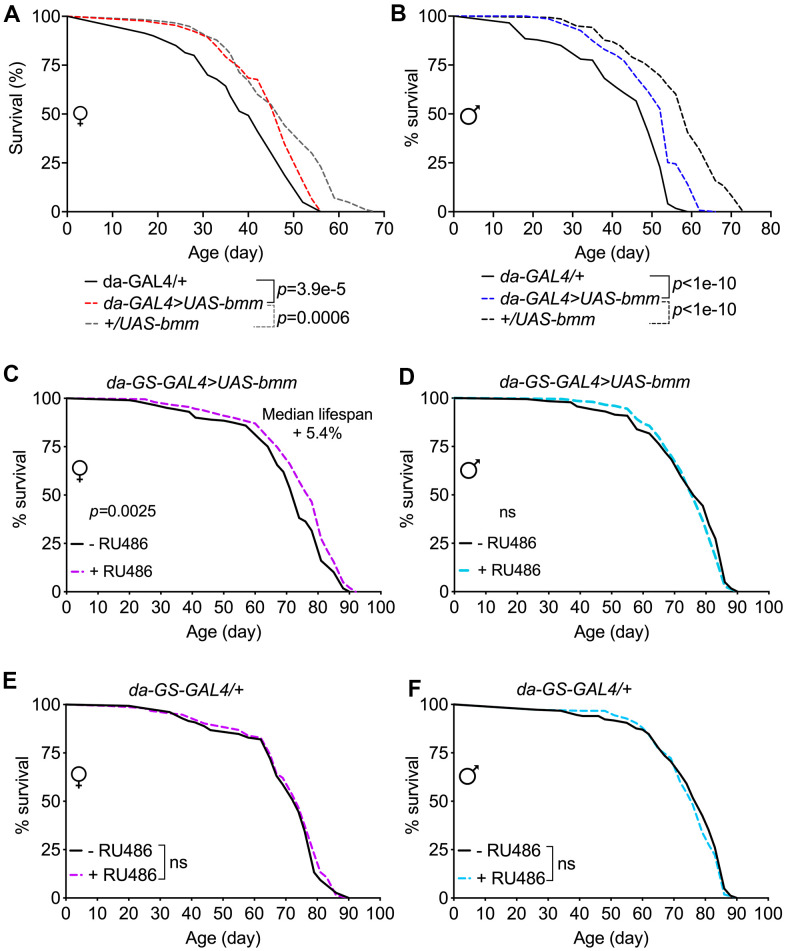
***bmm* overexpression has marginal effects on lifespan in *Drosophila*.** (**A**, **B**) Kaplan-Meier curves of *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+/UAS-bmm* flies. (**C**, **D**) Kaplan-Meier curves of inducible *da-GS-GAL4>UAS-bmm* with or without 50 μM RU486 induction*.* (**E**, **F**) Kaplan-Meier curves of inducible *da-GS-GAL4/+* control flies with or without 50 μM RU486 induction*.* n for each group and *p*-value by log-rank analysis are listed in Supplementary Table 1.

## DISCUSSION

Lipid metabolism is increasingly recognized to be an important regulator of aging and health. Herein, we show that overexpression of the cytosolic lipase *bmm,* which increased lipid catabolism*,* promoted numerous physiological parameters including fecundity, locomotion, oxidative metabolism, proteostasis, and resistance to thermal and ER stress (Figure 7). Collectively, these studies highlight lipid catabolism as a key metabolic and signaling node that has robust and wide-ranging benefits on physiological fitness. While outcomes in males and females in response to *bmm* overexpression were generally changed in the same direction, sex differences were often observed regarding the magnitude of change. These differences were expected as *bmm* is more highly expressed in males, which are leaner, and ablation of *bmm* attenuates differences in TAG storage and turnover between males and females [16].

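A difference in magnitude between the sexes was tested as the interaction of genotype and sex over all 12 libraries, with edgeR's quasi-likelihood test. Of 13988 genes, 407 had an adjusted p-value under 0.05, and 169 of them also differed by more than 1 on the log2 scale. The response was more positive in males for 40 genes and less positive for 367. The count depended on single libraries, from 61 without female control replicate 2 to 568 without male control replicate 1. Across the sexes, 15 genes were differentially expressed in both, and 13 of them changed in the same direction, which was more than expected from 10252 genes tested in both (one-sided Fisher's exact test for any overlap, p = 1.6e-08). The genes that changed in opposite directions were *CG7298* and *CG31089*. Female RNA in the control male libraries could give the fall of *CG7298* in males. For *CG31089*, the highest share of female RNA gives 0.0186 of the fall. At an adjusted p-value under 0.05 alone, 204 genes changed in both sexes, 173 of them in the same direction. The response of *Hsp70Bb* in males minus that in females was −2.51 on the log2 scale, but this interaction was not past the threshold (adjusted p = 0.0579 from edgeR's quasi-likelihood test).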

**Figure 7:**
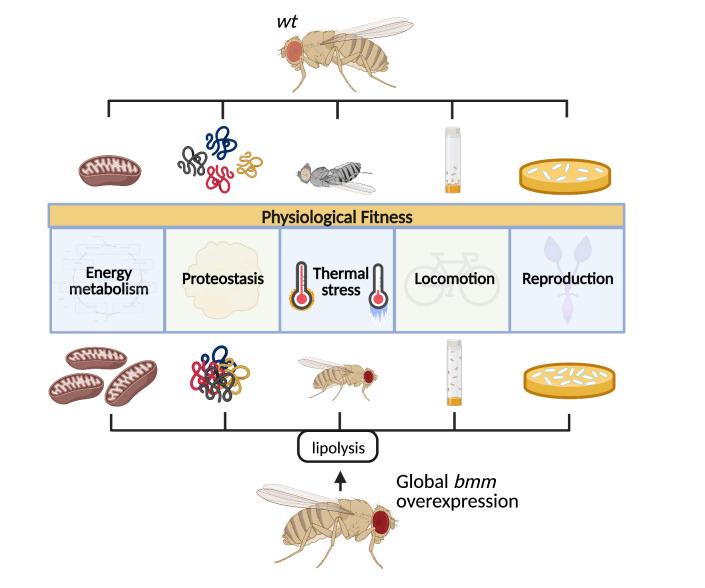
Increased systemic lipolysis through overexpression of the lipase *bmm* robustly promotes various health markers including increased fecundity, sustained locomotion capacity, enhanced stress resistance, and maintained proteostasis in flies.

One hallmark of aging is the accumulation of abnormal proteins, which causes protein toxicity and subsequent maladaptive stress responses [28]. Our data showed that *bmm* overexpression increased stress responses to suboptimal heat and cold conditions as well as ER stress. Heat shock proteins (Hsps) regulate both stress resistance and aging by facilitating protein refolding and turnover [19, 28]. Hsp70 family members possess chaperone-like functions and are tightly connected with cellular stress responses. Their induction is closely related to tolerance to high temperature and confers stress resistance in *Drosophila* larvae [29]. 

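Of the 6 *Hsp70* copies, those other than *Hsp70Ba* and *Hsp70Bb* had group means of at most 3.40 CPM. *Hsp70Ab* was at 1.16 ± 0.307 CPM (SD, n = 3) in *bmm* overexpression females and 0.906 ± 0.0552 CPM (SD, n = 3) in control females. In males it was at 1.26 ± 0.388 CPM (SD, n = 3) against 3.40 ± 3.32 CPM in controls, with 7.22 CPM in control replicate 2, and changed by −1.43 on the log2 scale (adjusted p = 0.27 from edgeR's exact test). *Hsp70Bbb* and *Hsp70Bc* rose by 1.08 and 1.03 on the log2 scale in females without passing the threshold (adjusted p = 0.113 and 0.283 from edgeR's exact test). In males, *Hsp70Bbb* changed by −0.92 and *Hsp70Bc* by −0.27 (adjusted p = 0.468 and 0.93 from edgeR's exact test). *Hsp70Aa* did not pass the expression filter. Reads shared by near-identical copies can be assigned to either, or be left out by the mapping quality filter. The counts of all copies were therefore also added up and tested as 1 gene, which does not recover reads that were left out. The sum was at 268 ± 27.7 CPM (SD, n = 3) against 2.98 ± 0.455 CPM in females, and at 554 ± 45.7 CPM against 23.6 ± 12.4 CPM in males. Its log2 fold change was 6.51 (standard error 0.11) in females and 4.54 (standard error 0.41, adjusted p = 9.4e-23 from edgeR's exact test) in males. Nearly all of the sum with *bmm* overexpression was *Hsp70Bb*.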

Our study showed substantial induction of *Hsp70* expression in *bmm* overexpression flies. As animals age, dysfunction of the protein quality control machineries and accumulation of abnormal protein aggregates occur [28], which induces gene expression of *Hsps* through the transcription factor HSF [19]. These studies provide important clues for further investigation on the potential mechanisms underlying the transcriptional induction of *Hsp70* gene expression driven by *bmm* overexpression. Polymorphisms of the three *HSP70* genes, *HSPA1A, HSPA1B* and *HSPA1L* have been found to be significantly associated with human longevity and survival [30]. Furthermore, lymphoblasts from human centenarians maintain the transcriptional response of the *Hsp70* gene to stress similar to young subjects [31]. In *Drosophila*, heat-induced expression of *Hsp70* increases lifespan at normal temperatures [32] although these findings have been challenged [33]. Collectively, this work identifies lipolysis as an upstream regulator of stress response via Hsp70 induction, a key phenotypical outcome of the current studies.

Our lipidomic studies revealed that *bmm* overexpression had robust TAG lowering effects, which were expected. In addition, we observed significantly decreased fatty acids in females and with more limited and species-specific reductions in males. A recent study has found that an isocaloric moderately high-fat diet extends lifespan in both male rats and *Drosophila* by decreasing fatty acids through increasing rates of their catabolism [34]. Given that *bmm* overexpression robustly increased mitochondria abundance and oxidative capacity, we postulate that the observed reductions in fatty acids resulted from enhanced utilization. As suggested previously, these changes are likely key metabolic adaptations that allow for increased disposal to match the elevated fatty acid supply resulting from higher rates of lipolysis [23, 24]. In addition, the metabolomic analysis also highlighted many conserved changes between males and females flies with *bmm* overexpression. However, several metabolites involved in purine metabolism, one of the top pathways altered in response to *bmm* overexpression, were reciprocally regulated. Females had reduced amounts of the purine pathway metabolites guanine, xanthosine, and guanosine and increased glutamine with *bmm* overexpression, whereas these metabolites were changed reciprocally in males. Since *bmm* drives fatty acid oxidation, these data implicate differential partitioning of glucose into the pentose phosphate pathway and purine biosynthesis between males and females. However, the underlying mechanisms through which *bmm* elicits these sex-specific effects remains to be determined.

Along with increased mitochondria content, mitochondrial unfolded protein response was induced in *bmm* overexpression flies. Robust increased expression of *TRAP1* gene, which encodes a mitochondrial chaperone protein of the heat shock protein (HSP90) family, was detected in both female and male *bmm* overexpression flies. Previous study has found that the overexpression of TRAP1 in *Drosophila* extends healthspan including enhanced stress resistance, locomotor activity and fertility [27]. UPR^mt^ induces epigenetic changes to promote longevity was reported in *C. elegans* [35]. A feedback loop involving the mito-nuclear through transcription factor ATFS-1, which balances the UPR^mt^ and lipid metabolism was also reported in *C. elegans* [26]*.* In addition, cross-communication between mitochondrial-to-cytosolic heat shock proteins has been discovered to be involved in fatty acid metabolism for ensuring cellular homeostasis [36]. It is of our great interest to further investigate the coordinated cross-compartments stress regulation, given the induction of UPR^mt^ and the robust increase of *Hsp70s* expression observed in *bmm* overexpression flies in our study. Taken together, these data suggest that lipolysis plays a key regulatory role in stress responses.

In our model, *bmm* overexpression female flies had robustly increased fecundity. Uncoupling of longevity and fecundity has been reported in other conditions [37, 38], suggesting the costs of reproduction might not necessarily be due to competitive trade-offs of resources for other physiological fitness such as locomotion and stress resistance observed in the *bmm* overexpression flies. In addition, the increased food intake in female flies may provide surplus resources, which alternatively explains the increased fecundity we observed in *bmm* overexpression female flies.

Collectively, these studies reveal diverse beneficial effects of global elevation of lipolysis on physiological fitness. This work provides additional rationale for pursuing therapeutic approaches, as done previously [39], that enhance lipolysis to mitigate metabolic and aging-related diseases.

## MATERIALS AND METHODS

### Fly strains and husbandry

The *UAS-bmm* line and its original background line *w^1118^* were obtained from Dr. Ronald P. Kühnlein. *daughterless-GAL4* line was received from Dr. Aidan Peterson, and *daughterless-GeneSwitch-GAL4* line was a gift from Dr. David W. Walker. *Act5C-GAL4* line was obtained from the Bloomington Stock Center. Upon arrival, the *UAS-bmm, daughterless-GAL4,* and *Act5C-GAL4* lines were backcrossed to *w^1118^* control strain for more than 10 generations before subjected to studies. Fly stocks maintenance and larval growth used Bloomington *Drosophila* Stock Center standard cornmeal medium (https://bdsc.indiana.edu/information/recipes/bloomfood.html). Adult flies for all experiments were carried out using standard SY medium [40, 41]: 10% w/v sucrose (Genesee Scientific, Cat#: 62-112), 10% w/v yeast (Genesee Scientific, Cat#: 62-106), 1.5% w/v agar (Mooragar Inc.), supplemented with Tegosept as preservative (Genesee Scientific, Cat#: 20-259, 30 mL/L of 10% w/v Tegosept in 95% EtOH added once the food had cooled below 65° C). RU486 (TCI America, Cat#: M1732) was dissolved in 80% ethanol and mixed thoroughly into food cooled below 65° C at a final concentration of 50 μM; the same volume of 80% ethanol was added as vehicle control.

### Lifespan assay

Lifespan studies were conducted based on previously published procedures [41]. Flies were reared at a standard density (~ 250-300 eggs per 200 mL bottle) using synchronized eggs laid within 24 hours. Upon emerging, flies were transferred onto fresh SY medium and allowed 48 hours to mature and mate before sorted into single sexes under light CO_2_ anesthesia at 15-20 flies per vial, with 10 vials per condition for most lifespan studies. Flies were transferred to new vials with fresh food three times a week, at which point the death events and censored flies were recorded. All lifespan studies were conducted at 25° C, 65% relative humidity in a 12 h light: 12 h dark cycle. Unless otherwise noted, each lifespan study was repeated at least twice. Statistical analysis of survival curves was evaluated by log-rank test; *p* values and details of fly numbers used in studies are provided in the Figures and Supplementary Table 1.

### Fecundity assay

For egg-laying assays, 5-10 once-mated female flies per vial were transferred into a new vial with fresh food and allowed to lay eggs for 24 hours, and the number of eggs laid per vial was counted. Data were calculated as the number of eggs laid per female fly per 24 hour. Typically, 10 biological replicates per condition were conducted for each assay. For assessing pupae production by aged flies, 28-day-old female flies or 30-day-old male flies were paired with 2-day-old *w^1118^* flies of the opposite sex (female *w^1118^* flies were virgins). All flies were discarded after 48 hours. The vials were kept for 7 days at 25° C, then pupae number was counted. Data were calculated as the number of pupae produced per fly.

### Stress and starvation assays

Flies were sorted and maintained on SY medium as in lifespan experiments described previously. Flies aged 1-2 weeks were used for stress studies. For heat stress studies, flies were incubated in a 37° C water bath for 2 to 3 hours in vials completely immersed in water up to the height of the cotton plug. The number of dead flies were counted after 24 hours recovery. For cold stress studies, fly vials were similarly immersed in icy water for 16 hours, and the number of dead flies were counted after 24 hours recovery. Tunicamycin-induced ER stress, flies were transferred into vials containing filter paper soaked with 10% w/v sucrose solution with 20 μM tunicamycin (Tocris Bioscience, Cat#: 3516). Flies were transferred into new vials with fresh reagent every other day, and death events were counted every day throughout the assay. For H_2_O_2_ stress studies, flies were transferred into vials containing filter paper soaked with 10% w/v sucrose solution with 3% or 1% H_2_O_2_ (Sigma-Aldrich, Cat#: H1009). Flies were transferred into new vials with fresh reagent every other day, and the survival rates were calculated on day 5 and day 8, respectively. For starvation studies, flies were transferred and sustained on 1.5% w/v agar as a water source. Flies were transferred into new vials with fresh agar medium daily, and death events were counted every 2 hours during the day until all flies were dead. Unless otherwise noted, each stress experiment was repeated at least twice.

### Locomotion assay

Locomotion assays were carried out referring to the methodology described previously [42]. This climbing assay was used to score for negative geotaxis based on flies’ natural tendency to climb upwards against gravity. Flies were transferred into fresh vials without carbon dioxide anesthesia and allowed to acclimate to the environment without disturbance for 15-20 minutes. The vials were sharply tapped down on the surface of the bench to knock all flies down to the bottom of the vials, and simultaneously video-recorded for 10 seconds. During the 10 s window, flies climbing up reached a marked threshold after being tapped down to the bottom were counted as “climbers”. Detailed fly number and age at testing are indicated in the figure legends.

### Triglyceride assay

Triglyceride assays were carried out as previously described [43]. In brief, 7 female or 10 male flies per replicate were homogenized in PBS containing 0.05% Tween-20. Homogenates were heat-inactivated for 5 mins at 70° C and centrifuged for 3 mins at 3500 rpm. Samples were incubated with triglyceride reagent (Thermo Scientific #TR22421) at 37° C for 30 mins and read at 540 nm with BioTek Synergy™ Neo2 HTS Multi-Mode Plate Reader. Each group contained 6 replicates.

### Triglyceride hydrolase activity assay

At two weeks of age, 20 flies per biological replicate x 3 replicates per condition were homogenized in assay buffer [20 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.05% Triton X-100]. Samples were centrifuged at 15,000 x g at 4° C for 15 minutes. The infranatant was transferred and protein concentration was determined by BCA assay (Pierce, Cat#: 23225). 50 μg of protein samples was incubated with freshly prepared resorufin ester solution (0.3 mg/mL) (Sigma-Aldrich, Cat#: 424455) and read with a spectrophotometer every 10 min for 60 mins with excitation and emission wavelengths at 530 nm and 590 nm, respectively.

### RNA isolation, quantitative real-time PCR (qPCR) and RNA-seq analysis

Total RNAs were extracted from 10-20 flies per biological replicate using TRIzol reagent (Invitrogen, Cat#: 15596026) following the manufacturer protocol. RNAs were converted to cDNA using qScript cDNA synthesis kit (Quanta-bio, Cat#: 95047). Quantitative real-time PCR was performed using SYBR Green Master Mix (Applied Biosystems, Cat#: 4472918). Primers used in this study are as follows. Primers for *Hsp60, Hsp22,* and CG5045 genes are listed in previous publications [18, 27, 44].

*TRAP1*-forward: 5’-AGCAGCGTTCAATATCACCATT-3’

*TRAP1*-reverse: 5’-CTGCCTGGAACTCATGCTTGT-3’

*Rpl32*-forward: 5’-AGCATACAGGCCCAAGATCG-3’

*Rpl32*-reverse: 5’-TGTTGTCGATACCCTTGGGC-3’

High quality of RNAs passed QC were subjected to RNA-seq analysis. Unique dual-indexed (UDI) TruSeq stranded mRNA libraries were created and sequenced on NovaSeq 2x150-bp run with mean depth ≥ 20M reads, and mean quality scores were above Q30. RNA-seq data analysis was performed using the PURR-CHURP pipeline by the University of Minnesota Informatics Institute (UMII) at the University of Minnesota [45]. A subsample of 10,000 reads were sampled from each sample’s reads. This subsample of 10,000 reads was searched for contamination from ribosomal RNA using a representative rRNA sequence list from the SILVA database release 132. Trimmed reads were aligned to the reference *Drosophila* genome (version BDGP6.28) with HISAT2 [46]. Duplicate reads based on alignment position were marked with SAMTools. Processed alignments were filtered of reads that had a mapping quality of less than 60, and sorted by query name rather than position. Cleaned and name-sorted alignments were processed with the featureCounts tool from the subread package [47]. Raw per-gene counts were imported into R, and differential gene expression analysis was carried out using the edgeR package [48]. Genes were filtered by expression from the counts matrix before differential expression testing using the filtByExp() function. Exact tests were performed, and genes with false discovery rate (FDR) < 0.05 and absolute values (log_2_(fold-changes)) > 1 were considered significant. Volcano plots were generated using edgeR by *p*-values and log_2_ fold-changes with the EnhancedVolcano R package. Differential expression was performed by the Research Informatics Solutions group at the Minnesota Supercomputing Institute. Gene ontology enrichment analysis was performed using FlyEnrichr web server (https://maayanlab.cloud/FlyEnrichr/) [49, 50] with the input data of the sets of differentially expressed genes between control and *bmm* overexpression female flies, and the top 10 enriched biological processes ranked by *p* value were presented in the figure.

### Insoluble ubiquitinated protein (IUP) assay by Western blotting

Insoluble ubiquitinated protein (IUP) aggregation studies were performed as previously described [51]. 10 flies per replicate were homogenized in ice-cold PBS containing 1% Triton-X and protease inhibitors on ice. The homogenate was centrifuged at 14,000 x g for 10 mins at 4° C and the protein pellet was washed and resuspended in 50 mM Tris (pH7.5) and 2% SDS with protease inhibitors and sonicated. This SDS fraction containing the IUP was separated by SDS-PAGE using standard procedures. Primary Ubiquitin mouse monoclonal antibody (1:1000) (Cell signaling, Cat#: 3936), and secondary anti-mouse LI-COR antibody (1:5000) (Lincoln, NE, Cat#: 926-32212) were used with a LI-COR Odyssey Fc imaging system to detect fluorescent signaling, and the signal intensity quantification was performed using Image Studio Lite (LI-COR Biosciences).

### Mitochondria DNA copy number assay

DNA from 10 flies per biological replicate was isolated using Qiagen DNA isolation kit, per the manufacturer’s protocol. Mitochondria DNA copy number was determined by normalizing *Cytb* DNA to nuclear histone DNA using qPCR with SYBR green dye methods. The primers used in this study are as follows:

*Cytb*-forward: 5’-ACTCCTTTAGTAACACCTGCCC-3’

*Cytb*-reverse: 5’- TGGTCGAGCTCCAATTCAAGT -3’

*Histone*-forward: 5’- CACTCCTCGCCACTTACAGC-3’

*Histone*-reverse 5’- CCAGCGATGGTTGCCTTGA-3’

### Mitochondria isolation, mitochondria content evaluation, and Oroboros assay

Mitochondria were isolated as previously described [52]. 50 flies per biological replicate were gently crushed with pellet pestle (Fisher, Cat#: FS749520-0090) in ice-cold mitochondrial isolation medium (250 mM sucrose, 10 mM Tris-HCl (pH 7.4), 0.15 mM MgCl_2_) on ice. After being passed through a 100 μm filter and centrifuged at 1,000 x g for 5 mins at 4° C twice, the supernatant was centrifuged at 4,000 x g for 10 mins at 4° C, and the brownish-colored mitochondria pellet was washed and the mitochondrial protein concentration was determined by BCA assay (Pierce, Cat#: 23225). For MitoTracker studies, the isolated mitochondria were resuspended in the following buffer (105 mM k-MES, 30 mM KCL, 10 mM KH_2_PO_4_, 5 mM MgCl_2_-6H_2_O, 0.5 mg/ml fatty acid-free BSA, 1 mM EGTA (added freshly before usage), pH 7.2), and incubated with the fluorescent probe MitoTracker red (500 nM) (Invitrogen, Cat#: M22426) for 45 minutes, and the fluorescent signal was read at 665 nm with BioTek Synergy™ Neo2 HTS Multi-Mode Plate Reader. For Oroboros assay, the isolated mitochondria were subjected to measurement at 25° C using high-resolution respirometry (Oxygraph-2k, Oroboros) with the following sequential injections (final concentration in chamber): 5 mM pyruvate and 5 mM malate, 5 mM succinate, and 1 mM ADP to determine the maximal ADP stimulated respiration; followed with the addition of 1 μM malonate and 2.5 μM antimycin A to determine the residual nonmitochondrial oxygen consumption rate.

### Mitochondrial β-oxidation assay

β-oxidation rate measurement was carried out using fatty acid oxidation direct detection reagent, FAOblue (Funakoshi, Cat#: FDV-0033) at 10 μM for 1 hour [53]. The fluorescence intensity of coumarin dye released from FAOblue after complete β-oxidation was measured at excitation and emission wavelengths of 405 nm and 430-480 nm, respectively, with BioTek Synergy™ Neo2 HTS Multi-Mode Plate Reader. Each group consists of n=7-9 replicates, and each replicate sample was extracted from 20 flies.

### Mitochondrial ROS measurement

Mitochondrial ROS levels were evaluated by measuring cellular H_2_O_2_ content using Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Invitrogen, Cat#: A22188) following the manufacturer’s protocol. Ten flies per replicate were homogenized in 1x reaction buffer. Samples were incubated with Amplex Red reagent/HRP working solution at room temperature for 30 mins and protected from light. Fluorescence signals were measured using excitation at 530 nm and emission at 590 nm with BioTek Synergy™ Neo2 HTS Multi-Mode Plate Reader. Each group contained 6 replicates.

### Feeding rate assay

Feeding rate was measured as previously described [54] using 5 females or 8 males per replicate, and 9 replicates per condition. Briefly, 0.05% w/v Erioglaucine disodium salt (FD&C blue No.1) (Sigma-Aldrich, Cat#: 861146) was thoroughly mixed into freshly prepared food after it had cooled off below 65° C. Adult flies were allowed to feed for 6 hours during the daytime, and then snap-frozen in liquid nitrogen. Flies were decapitated prior to analysis to avoid the eye pigment interference with the assay. The amount of blue dye in clarified fly homogenates was quantified spectrophotometrically for absorbance at 630 nm, reference at 675 nm with BioTek Synergy™ Neo2 HTS Multi-Mode Plate Reader.

### Metabolomic and lipidomic studies

Files were sorted and maintained as in the described lifespan studies. Upon reaching 30 days of age, 20 whole female or male flies per replicate, 5 replicates per condition, were collected by snap-freezing with liquid nitrogen. Metabolomic and lipidomic studies were carried out at the University of Washington (UW) Nathan Shock Center of Excellence in the Biology of Aging and the UW Northwest Metabolomics Research Center. For LC-MS metabolomics study, 365 molecules were targeted, from which 361 were metabolites and 4 were spiked stable isotope labeled internal standards (SILISs). Two sets of quality control (QC) samples - a lab QC (internal pooled human serum sample) and a sample QC (a pool of every 10 fly samples) - were included at the beginning and the end of each batch in order to monitor LC-MS assay performances as well as data reproducibility. Each metabolite was measured as peak area under MS curve. 202 metabolites and 4 SILISs were detected in at least one sample. The average and median coefficients of variation (CVs) in the sample quality control, QC(S), were 5.6% and 4.7%, respectively. For the lipidomic study, flies in each tube were homogenized, and an equal volume of homogenate was used for lipidomic extraction; BCA protein quantification was performed on the remaining sample. The lipidomic measurement was performed using a targeted mass spectrometry analysis designed to detect 1070 lipids, which are from 13 lipid classes (CE, CER, DAG, DCER, FFA, HCER, LCER, LPC, LPE, PC, PE, SM, TAG), and 568 lipids were detected. A lab QC (pooled human serum) and a sample QC (a pool of the fly samples) were included for every 10 samples at the beginning and the end of each batch. The median CV% was ~6% for the lab QCs and ~5% for the sample QCs.

### Metabolomic and lipidomic data analysis

Statistical analysis was carried out using R (version 4.0.0). We performed a median normalization for targeted metabolomics data where we adjusted the data, so all samples have the same median value of the metabolite abundance post log_2_ transformation. 192 metabolites with < 20% missingness and a CV < 20% in the pooled sample QC data were included in further analysis. After filtering, there were no missing values remaining; therefore, no imputation was performed. The targeted lipidomic data were in absolute concentration (in nmol/g of plasma (μM)); therefore, no further normalization was performed prior to statistical analysis. 349 lipids with < 20% missingness and a CV < 20% in the pooled sample QC data were included in further analysis. We used a quantile regression approach for the imputation of left-censored missing data (QRILC), which has been suggested as the favored imputation method for left-censored MNAR data [55]. This was implemented in the R imputeLCMD package. We fit linear models to the metabolomic data or the lipidomic data using the Bioconductor limma package [56] to assess the difference in abundance between experimental groups. The limma package uses empirical Bayes moderated statistics, which improves power by ‘borrowing strength’ between metabolites in order to moderate the residual variance [57]. We selected metabolites or lipids with a false discovery rate (FDR) of 5%. Comprehensive metabolite mapping and pathway analysis was performed using MetaboAnalystR package in R; based on MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/home.xhtml) [58, 59].

### Method for heatmaps

In the heatmaps, z-scores were calculated for each row (each metabolite or lipid) and these were plotted instead of the normalized abundance values; this ensures that the abundance patterns/trends that we want to visualize are not overwhelmed by the abundance values. z-scores were computed by adjusting the data, by feature, to have a mean of zero and a standard deviation of 1. The heatmaps were generated using the ComplexHeatmap R package [60], where features were clustered via the hclust function with the ‘complete’ agglomeration method. Distance matrices for clustering were computed using ‘Euclidean’ distance.

### Statistics and reproducibility

GraphPad Prism 9.1 was used for generating graphs and performing the statistical analysis. For two groups comparison, unpaired, two-tailed Student *t*-test was used. For more than two groups comparison, one-way ANOVA with Tukey’s multiple comparisons test was performed. For two categorical variable comparisons, two-way ANOVA followed by Bonferroni multiple comparisons test was performed. For comparison of survival curves, log-rank test was carried out using PRISM and OASIS 2 [61]. *p* < 0.05 was considered as statistically significant. Data in figures are shown as mean±SEM. Detailed sample size for each experimental condition, statistical analysis method, median lifespan, and *p* value are listed in the graphs and Supplementary Table 1.

### Data availability statement

The RNA-seq data have been deposited to the Gene Expression Omnibus repository (GEO; https://www.ncbi.nlm.nih.gov/gds) with the accession number as GSE178816. Raw and processed gene expression values and annotation of the study groups used in this study are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178816. Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

# Supplementary material for: Systemic lipolysis promotes physiological fitness in Drosophila melanogaster
**Source:** Aging (Albany NY). 2022 Aug 30;14(16):6481–506. doi: 10.18632/aging.204251
**Supplement:** Supplementary Figures

## SUPPLEMENTARY FIGURES

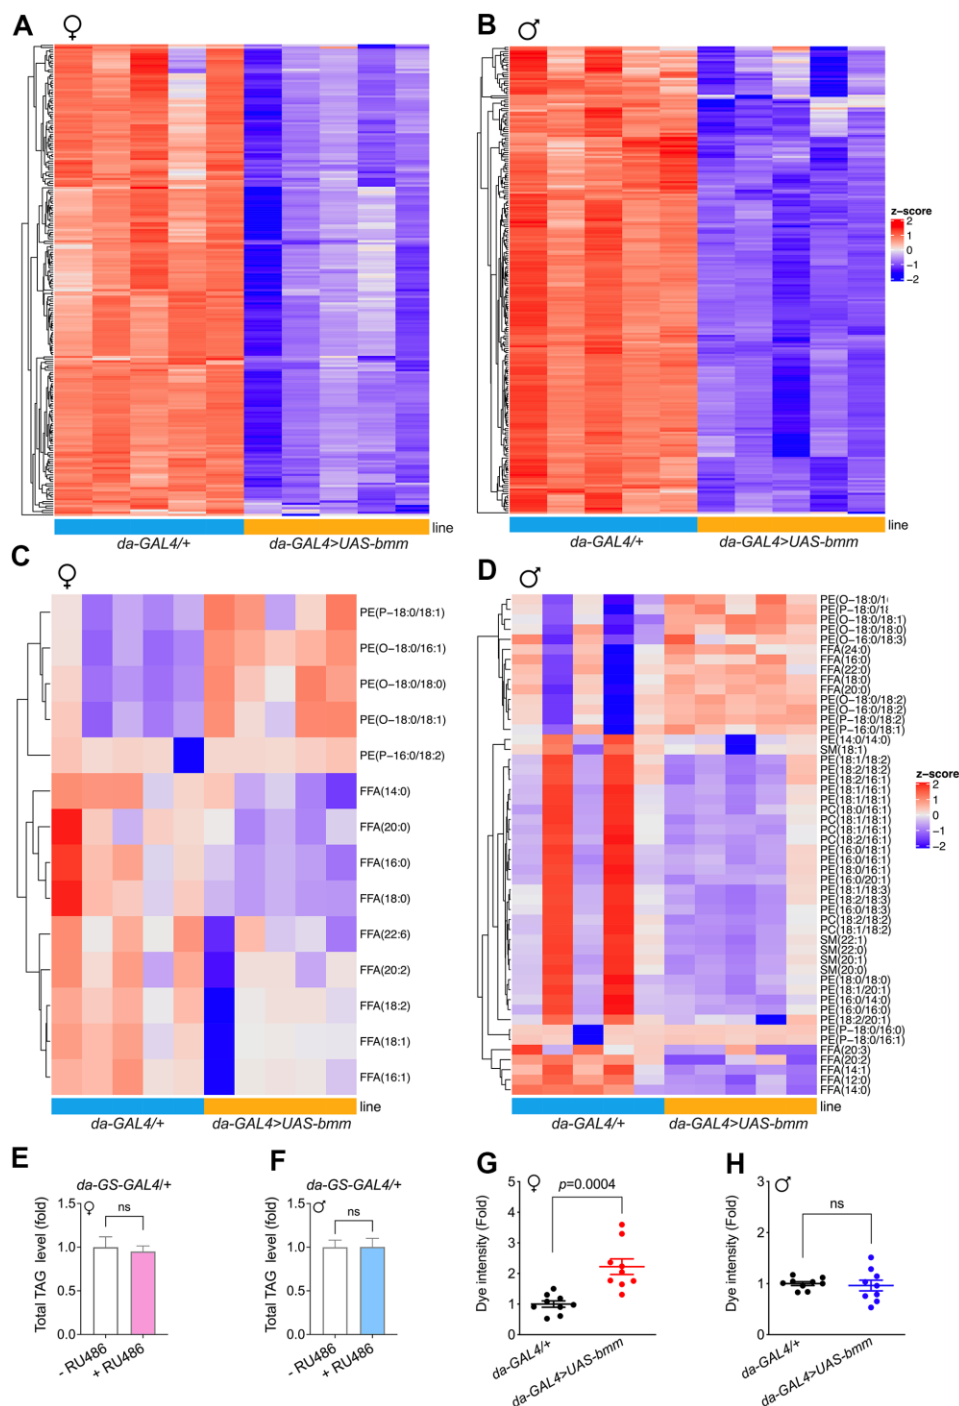

**Supplementary Figure 1. Additional data related to global *bmm* overexpression effectively promotes lipolysis in *Drosophila*, related to Figure 1.** (A, B) Heatmap of significantly different TAG lipids identified between *da-GAL4/+* and *da-GAL4>UAS-bmm* flies. (C, D) Heatmap of significantly different non-TAG lipid species identified between *da-GAL4/+* and *da-GAL4>UAS-bmm* flies. *n*=5 replicates, and each replicate contained 20 flies. (E, F) TAG content measurement in inducible *da-GS-GAL4/+* control flies with or without RU486 induction. *n*=6 replicates, and each replicate contained 7-10 flies. (G, H) Feeding rate was determined by adding brilliant blue dye into food and dye intensity was measured after 6 hours of feeding. *n*=9 replicates, and each replicate contained 5 flies for female group, and 8 flies for male group. Data are shown as mean±SEM. Statistical analysis was carried out by two-tailed Student *t*-test.

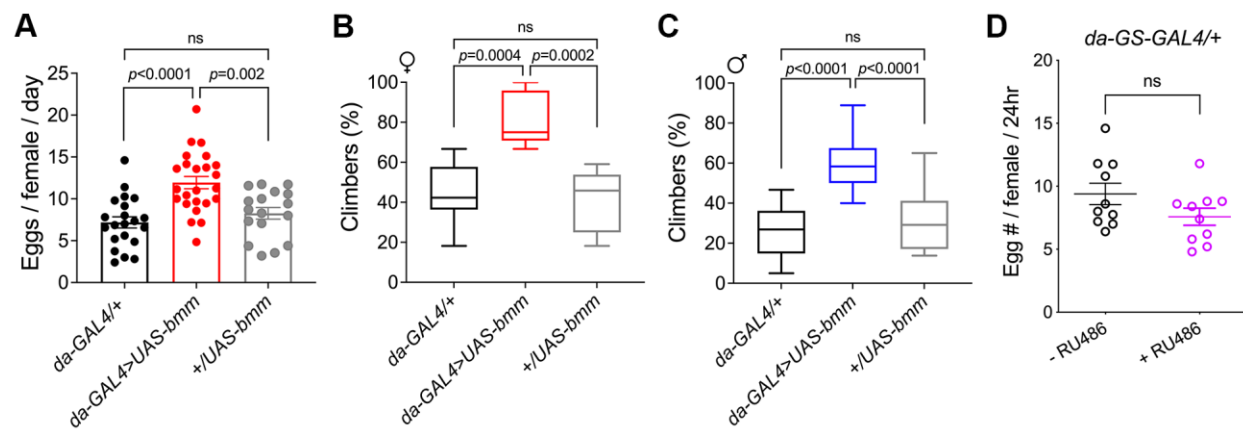

**Supplementary Figure 2. Additional data related to *bmm* overexpression promotes physiological fitness in both female and male *Drosophila*, related to Figure 2.** (A) Fecundity of 2-week-old *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+/UAS-bmm* flies. Data are shown as mean±SEM and analyzed by one-way ANOVA. (B, C) Locomotion analysis of *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+/UAS-bmm* flies at 30 days of age. Data are shown as box and whisker plot and analyzed by one-way ANOVA. (D) Fecundity of 2-week-old inducible *da-GS-GAL4/+* female flies with or without RU486 induction. n=50 for each group. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test.

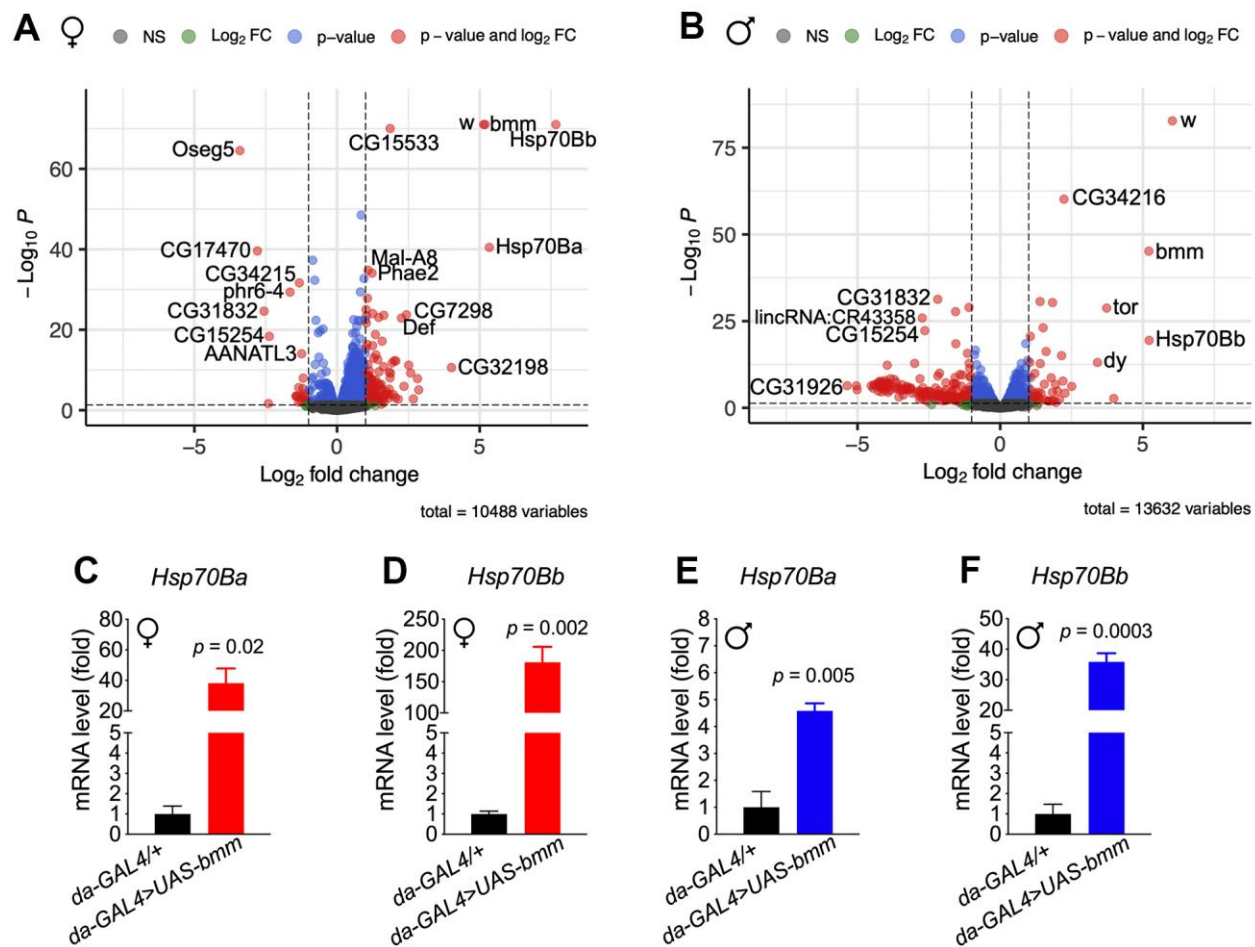

**Supplementary Figure 3. Additional data related to *bmm* overexpression enhances stress resistance and improves protein homeostasis, related to Figure 3.** (A, B) “Volcano plot” of genes by RNA-seq analysis with statistical significance against Log<sub>2</sub> fold change between *da-GAL4/+* and *da-GAL4>UAS-bmm* flies ( $p$ -value < 0.05, horizontal dotted line). Gene names for some of the most significantly differentially expressed genes (DEGs) are highlighted. NS=not significant. (C–F) *Hsp70Ba* and *Hsp70Bb* mRNA level measured by RNA-seq analysis in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies. Data are shown as mean±SEM and analyzed by two-tailed Student *t*-test.

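In females, the log2 fold change of *w* was 5.19 (standard error 0.11) and that of *CG15533* was 1.86 (standard error 0.09), the latter with an adjusted p of 2.5e-67 from edgeR's exact test. *Oseg5* changed by −3.41 (standard error 0.18, adjusted p = 6.3e-62 from edgeR's exact test), from 7.38 ± 0.208 CPM (SD, n = 3) in controls to 0.659 ± 0.179 CPM. *CG17470* and *phr6-4*, which lie 106 bp apart on chromosome 2L, changed by −2.79 and −1.65. In males, *w* rose by 6.03, *CG34216* by 2.23, *tor* by 3.73 and *dy* by 3.41. The control flies carried no *UAS-bmm* insertion, and no *+/UAS-bmm* flies were sequenced. An effect of the insertion itself, on *w* or any other gene, thus cannot be told apart from that of overexpression. *tor* went from 13.1 ± 6.63 CPM (SD, n = 3) to 177 ± 13.1 CPM, with an adjusted p of 3.0e-26 from edgeR's exact test. *CG31832* and *CG15254* were lower in both sexes, by −2.56 and −2.37 in females and by −2.19 and −2.64 in males. *CG31926* changed by −5.36 in males, from 1.89 ± 2.09 CPM (SD, n = 3) to 0.0433 ± 0.0208 CPM, and was at 69.7 ± 6.44 CPM in control females. In *bmm* overexpression males it had at most 2 counts per library, under the 3 counts taken as the limit of detection. With that limit in their place, the fall of the means is at least 19.6 times. Without male control replicate 1 the change of *CG31926* was −3.90. With all libraries, its adjusted p in males was 5.3e-05 from edgeR's exact test and 0.0648 from edgeR's quasi-likelihood test.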

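In the deposited CPM, *Hsp70Ba* was at 4.23 ± 1.19 CPM (SD, n = 3) in *bmm* overexpression females and 0.102 ± 0.0676 CPM in control females, a fold of the means of 41.4. *Hsp70Bb* was at 261 ± 26.7 CPM against 1.30 ± 0.298 CPM, a fold of 201. In males, *Hsp70Ba* was at 7.14 ± 0.37 CPM against 1.69 ± 1.92 CPM, a fold of 4.23, and *Hsp70Bb* at 543 ± 46.1 CPM against 14.4 ± 9.71 CPM, a fold of 37.8. In control male replicates 1, 2 and 3, *Hsp70Bb* was at 23.8, 14.9 and 4.40 CPM. The *bmm* overexpression libraries lay above the control libraries for both genes in each sex (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).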

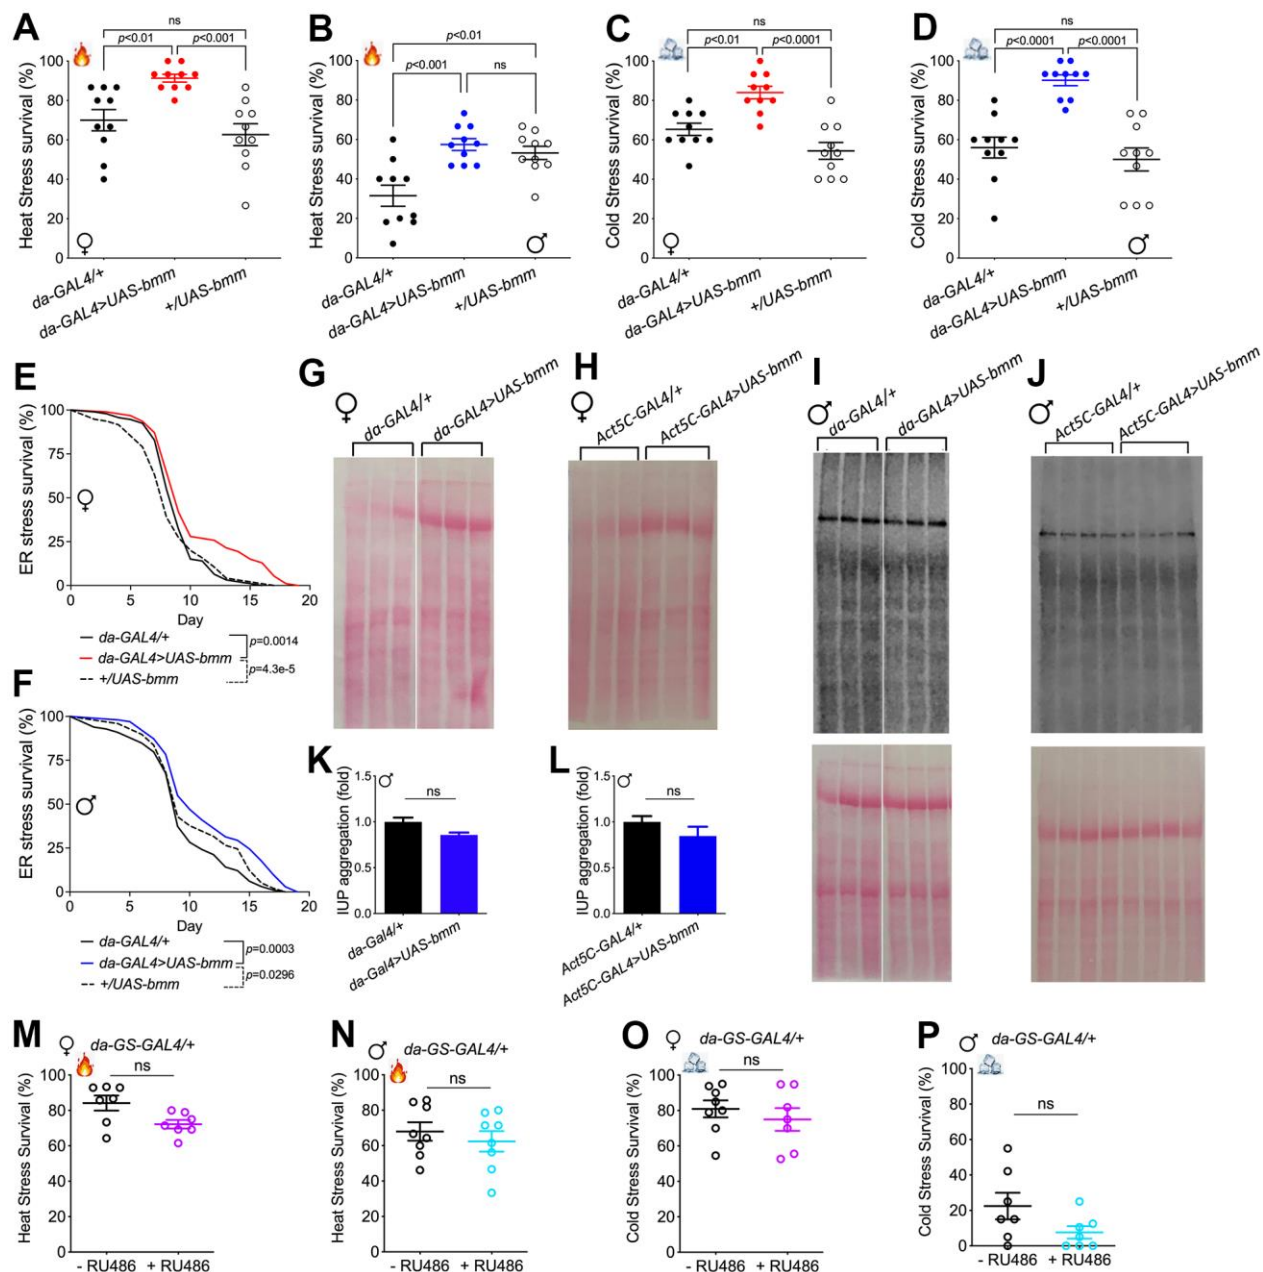

**Supplementary Figure 4. Additional data related to *bmm* overexpression enhances stress resistance and improves protein homeostasis, related to Figure 3.** (A, B) Heat stress resistance test in *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+UAS-bmm* flies. (C, D) Cold stress tolerance test in *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+UAS-bmm* flies. Data are shown as mean $\pm$ SEM and analyzed by one-way ANOVA in (A–D). (E, F) The survival curves upon tunicamycin-induced ER stress in *da-GAL4>UAS-bmm* vs. control *da-GAL4/+* and *+UAS-bmm* flies. *n* equaled about 100 flies for each group and *p* value was determined by log-rank test. (G, H) Ponceau S staining for normalization of insoluble ubiquitinated protein (IUP) aggregation intensity study in Figure 3H, 3I. *n*=3–6 replicates for each group, and each replicate protein was extracted from 10 flies. Samples in (G) were run on the same blot with the middle lanes of unrelated treatment groups cropped out. (I, J) IUP measurements by Western blotting and the corresponding Ponceau S staining in old male control vs. *bmm* overexpression flies at 35 to 40 days of age. *n*=3–4 replicates for each group, and each replicate protein was extracted from 10 flies. Samples in (I) were run on the same blot with the middle lanes of unrelated treatment groups cropped out. (K, L) IUP signal intensity quantification for (I, J) by Western blotting analysis. Ponceau S staining was served as loading control and was used for IUP signal quantification. (M, N) Heat stress resistance test in *da-GS-GAL4/+* control flies with or without RU486 induction. *n*=101–116 for each group. (O, P) Cold stress tolerance test in *da-GS-GAL4/+* control flies with or without RU486 induction. *n*=126–146 for each group. Data are shown as mean $\pm$ SEM and analyzed by two-tailed Student *t*-test.

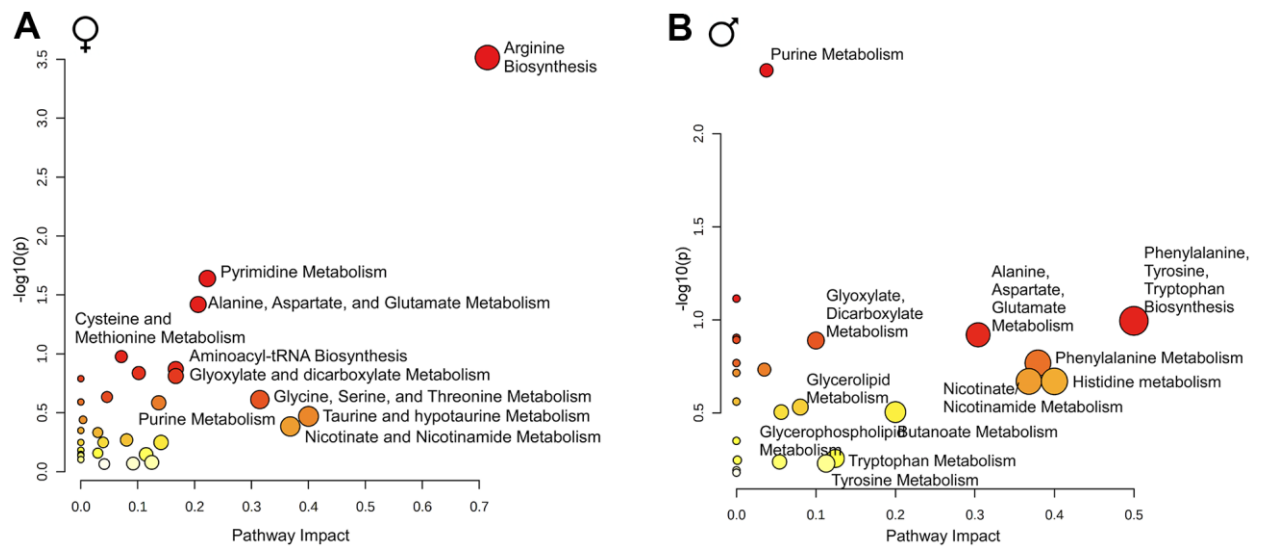

**Supplementary Figure 5. Additional data related to *bmm* overexpression increases mitochondrial biogenesis and oxidative metabolism, related to Figure 4.** (A, B) Enriched analysis of a metabolic pattern of interest in datasets generated by targeted metabolomics analysis on flies overexpressing *bmm*.

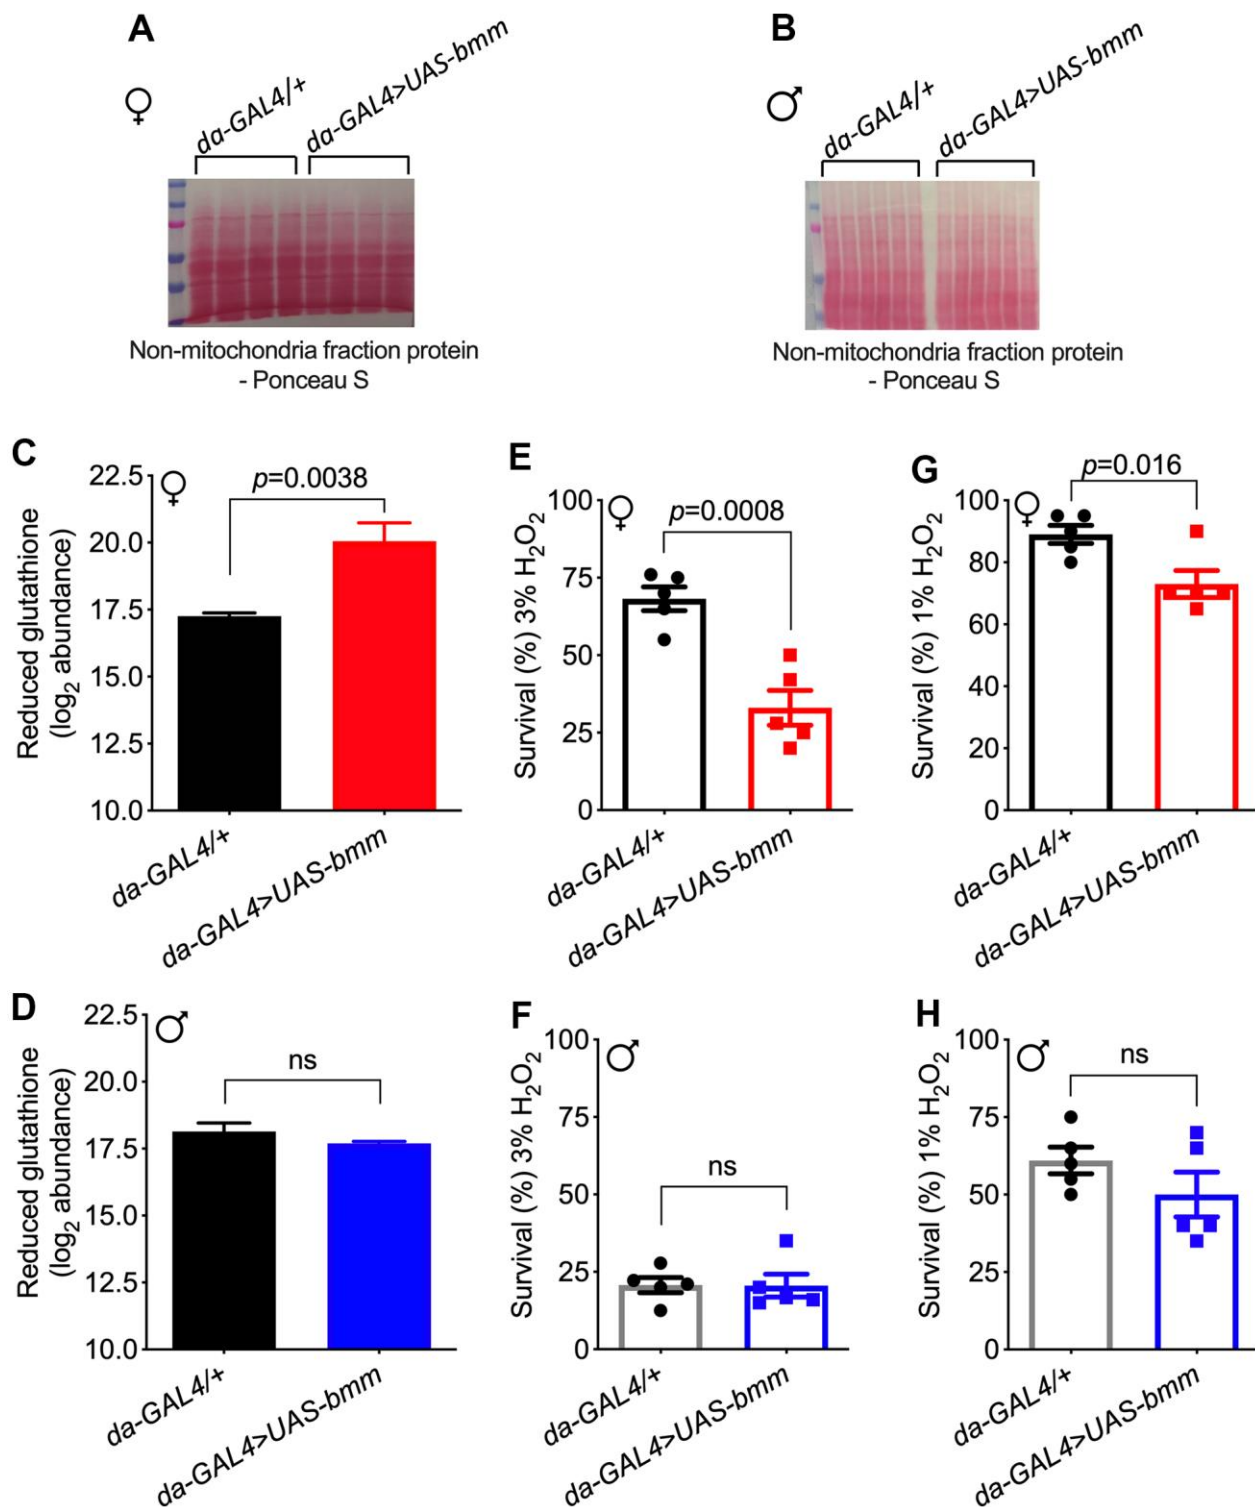

**Supplementary Figure 6. Additional data related to *bmm* overexpression increases mitochondrial biogenesis and oxidative metabolism, related to Figure 5.** (A, B) Ponceau S staining of non-mitochondria fraction protein corresponding to Figure 5I, 5J for mitochondria content quantification.  $n=4$  replicates for female group,  $n=6$  replicates for male group, and each replicate protein was extracted from 50 flies. (C, D) Level of reduced glutathione ( $\log_2$  abundance) in *da-GAL4/+* vs. *da-GAL4>UAS-bmm* flies.  $n=5$  replicates, and each replicate contained 20 flies. The FDR=0.00026 for *bmm* overexpression vs. control female flies. (E, F) Survival rates of female and male flies under 3%  $H_2O_2$  treatment.  $n=100$  for each group. (G, H) Survival rates of female and male flies under 1% of  $H_2O_2$  treatment.  $n=100$  for each group. Data are shown as mean $\pm$ SEM. Statistical analysis was carried out by two-tailed Student *t*-test in (C–H).

# Supplementary material for: Systemic lipolysis promotes physiological fitness in Drosophila melanogaster
**Source:** Aging (Albany NY). 2022 Aug 30;14(16):6481–506. doi: 10.18632/aging.204251
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. *Drosophila* survival data, related to Figure 6.**

| Figure    | Genotype                     | Sex | Replicate | Diet  | n   | Median lifespan (d) | Comparison                                     | % change in Median lifespan | log-rank p value |
|-----------|------------------------------|-----|-----------|-------|-----|---------------------|------------------------------------------------|-----------------------------|------------------|
| Figure 6A | <i>da-GAL4/+</i>             | F   | 1         | SY    | 200 | 36                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 19.4                        | $p<1e-10$        |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | F   | 1         | SY    | 200 | 43                  |                                                |                             |                  |
|           | <i>da-GAL4/+</i>             | F   | 2         | SY    | 201 | 37                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 24.3                        | $p<1e-10$        |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | F   | 2         | SY    | 201 | 46                  |                                                |                             |                  |
|           | <i>da-GAL4/+</i>             | F   | 3         | SY    | 140 | 40                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 20.0                        | $p=3.9e-05$      |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | F   | 3         | SY    | 130 | 48                  |                                                |                             |                  |
|           | <i>+/UAS-bmm</i>             | F   | 1         | SY    | 116 | 48                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>+/UAS-bmm</i> | 0                           | $p=0.0006$       |
| Figure 6B | <i>da-GAL4/+</i>             | M   | 1         | SY    | 200 | 45                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 4.4                         | $p<1e-10$        |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | M   | 1         | SY    | 200 | 47                  |                                                |                             |                  |
|           | <i>da-GAL4/+</i>             | M   | 2         | SY    | 171 | 46                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 10.9                        | $p=0.0284$       |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | M   | 2         | SY    | 145 | 51                  |                                                |                             |                  |
|           | <i>da-GAL4/+</i>             | M   | 3         | SY    | 173 | 49                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>da-GAL4/+</i> | 10.2                        | $p<1e-10$        |
|           | <i>da-GAL4&gt;UAS-bmm</i>    | M   | 3         | SY    | 136 | 54                  |                                                |                             |                  |
|           | <i>+/UAS-bmm</i>             | M   | 1         | SY    | 139 | 59                  | <i>da-GAL4&gt;UAS-bmm</i> vs. <i>+/UAS-bmm</i> | -8.5                        | $p<1e-10$        |
| Figure 6C | <i>da-GS-GAL4&gt;UAS-bmm</i> | F   | 1         | EtOH  | 200 | 74                  | RU486 vs. EtOH                                 | 5.4                         | $p=0.0025$       |
|           |                              | F   | 1         | RU486 | 200 | 78                  |                                                |                             |                  |
|           | <i>da-GS-GAL4&gt;UAS-bmm</i> | F   | 2         | EtOH  | 199 | 69                  | RU486 vs. EtOH                                 | 4.3                         | $p=0.0043$       |
|           |                              | F   | 2         | RU486 | 200 | 72                  |                                                |                             |                  |
| Figure 6D | <i>da-GS-GAL4&gt;UAS-bmm</i> | M   | 1         | EtOH  | 187 | 76                  | RU486 vs. EtOH                                 | 0                           | $ns$             |
|           |                              | M   | 1         | RU486 | 200 | 76                  |                                                |                             |                  |
|           | <i>da-GS-GAL4&gt;UAS-bmm</i> | M   | 2         | EtOH  | 201 | 69                  | RU486 vs. EtOH                                 | 0                           | $ns$             |
|           |                              | M   | 2         | RU486 | 200 | 69                  |                                                |                             |                  |
| Figure 6E | <i>da-GS-GAL4/+</i>          | F   | 1         | EtOH  | 154 | 74                  | RU486 vs. EtOH                                 | 0                           | $ns$             |
|           |                              | F   | 1         | RU486 | 154 | 74                  |                                                |                             |                  |
|           | <i>da-GS-GAL4/+</i>          | F   | 2         | EtOH  | 200 | 72                  | RU486 vs. EtOH                                 | 0                           | $ns$             |
|           |                              | F   | 2         | RU486 | 200 | 72                  |                                                |                             |                  |
| Figure 6F | <i>da-GS-GAL4/+</i>          | M   | 1         | EtOH  | 185 | 79                  | RU486 vs. EtOH                                 | -3.8                        | $ns$             |
|           |                              | M   | 1         | RU486 | 183 | 76                  |                                                |                             |                  |
|           | <i>da-GS-GAL4/+</i>          | M   | 2         | EtOH  | 147 | 65                  | RU486 vs. EtOH                                 | 0                           | $ns$             |
|           |                              | M   | 2         | RU486 | 147 | 65                  |                                                |                             |                  |

How the deposited data were processed for this re-analysis (not part of the article)

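RNA from whole flies of 4 groups (female and male, *bmm* overexpression and control) was measured in 12 libraries, 3 per group. The paper gives the library kit, the BDGP6.28 genome, HISAT2, the mapping quality filter, featureCounts and edgeR. The paper's text does not name the tool versions, the strand setting of the counting or the age of the flies. The authors deposited whole-number counts per gene symbol, without normalization, and these counts were the input of every edgeR and DESeq2 fit. The authors also deposited a signal per gene, the count divided by 1 factor per library (CPM). These CPM were used for levels and for limma-trend.

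Conditions and replicates were taken from the sample labels and the paper. Libraries of a group were compared with each other before averaging, and none differed by as little as sampling noise. The total count per library lay between 20068187 and 34799635, so 3 counts, taken as the limit of detection, stood for 0.156 CPM in the shallowest library and 0.0798 CPM in the deepest.

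The paper's methods state edgeR, a filter by expression, exact tests and the thresholds. A separate fit of each sex and TMM normalization were chosen here. Each sex was thus filtered with filterByExpr, normalized and compared by edgeR's exact test with Benjamini-Hochberg adjustment, and a gene was counted as differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Standard errors came from edgeR's quasi-likelihood fit of the same counts. For genes whose exact test p-value was too small for the computer to represent, the adjusted p of the quasi-likelihood test is given. The interaction of genotype and sex was tested by the quasi-likelihood test over all 12 libraries. The level of *bmm* in controls of each sex was compared in that fit. Lists of genes were tested by camera with a preset correlation of 0.01 between genes, with fry and camera with an estimated correlation as alternatives, and by one-sided Fisher's exact tests. The lists were inducible heat-shock genes, the mitochondrial unfolded protein response, chaperones of the endoplasmic reticulum, maltases, antimicrobial peptides, yolk, vitelline membrane and chorion genes, male accessory gland genes, mitochondrially encoded genes, nuclear genes of oxidative phosphorylation, fatty acid beta-oxidation, lipid storage and lipolysis, antioxidant genes and midgut serine proteases. They were fixed before the data were examined, as were the rule for the genes named and all alternatives except those said to be chosen after seeing the data. *Hsromega* was on the heat-shock list from the start, but its symbol was not matched at first, and it entered the test after first results were seen. Without it the adjusted p of the list was 1.1e-11 in females and 0.849 in males.

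The genes named are those the paper names for its RNA-seq or qPCR, in each sex the 5 differentially expressed genes with the largest rise and the 5 with the largest fall whose libraries did not overlap, and members of a list where the list is reported. *CG1941*, *Dgat2*, *CG31089* and *CG4456* were named after their values were seen. Positions came from the BDGP6.54 annotation by symbol, which gave a position for 17743 of the 17807 symbols. The authors counted on BDGP6.28, and 64 symbols had no match.

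The share of female RNA in a male library was the median, over 22 yolk, vitelline membrane and chorion genes, of its CPM over the mean CPM in *bmm* overexpression females. The share times the female profile was subtracted from the counts of the library, with results under 0 set to 0. Whether genes lay together in the genome was tested against 10000 draws of as many tested genes.

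The methods were tested on simulated counts with the means and dispersions of the real libraries and 200 genes changed 4 times. The changed genes were drawn from those with a mean over 50 counts in the libraries tested. Recovery of genes with fewer counts, or of smaller changes, was thus not tested. The exact test recovered 100% of them in each sex, with 14 calls among the other genes in females (10399 genes tested) and 15 in males (13605). The quasi-likelihood test recovered 99.5% in females and 100% in males, with 3 false calls in each. The interaction test recovered 78% of 200 changed genes, and 95.9% of the 145 with a mean over 50 counts in both sexes, with 6 false calls (13849 genes tested). Camera called the list that was made to change and no other. Genes were simulated independently of each other, so this does not test camera's preset correlation. In libraries simulated to differ by female RNA alone, between 66 and 103 genes were called lower before subtraction and between 2 and 6 after it (13988 genes). The subtraction did not bring fold changes to 0: with 5% of female RNA added to 1 control library, the median of 22 yolk, vitelline membrane and chorion genes went from −3.01 to −2.27, since values near 0 leave unstable ratios. This measure was the one first chosen for that test, and the counts of calls were added after it was seen to fail. The simulation used the profile that was subtracted, so it does not cover a female profile that differs from it. After subtraction, only counts of calls and the values of genes and lists left far from 0 counts are used here, not those of the yolk, vitelline membrane and chorion genes.

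The alternatives were the quasi-likelihood test, DESeq2, RLE normalization, library size only, no filter beyond 1 count, at least 10 counts in every library, a fit of all 12 libraries, a replicate block, limma-trend on the deposited CPM with pseudocounts of 1 and 0.1, the adjusted p-value alone, and each library left out in turn. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9 were used. The gene ontology sets of FlyEnrichr, the reads, and the qPCR, lipid and metabolite measurements of the paper were not analysed here.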

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

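The tests of female RNA, normalization and single libraries in this part were chosen only after the results were seen, and the splits of the samples before.

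The response to *bmm* overexpression differed between the sexes for 407 of 13988 genes (edgeR's quasi-likelihood test of the interaction). Of 100 splits of the genotype labels within each sex, 2 gave as many genes. They were the real split and the split that exchanges the labels of all males, which tests the sum of both responses and gave 1276 genes. The largest count among the other splits was 67. Female RNA in the male control libraries is argued against as the whole explanation, since 100 of the genes were not lower in *bmm* overexpression males and for 86 others the highest female RNA share gives under 0.1 of the fall, 186 genes together. For 84 genes it gives the greater part of the fall. The count varied from 61 to 568 when 1 library was left out. A difference in biology between the sexes stays open and was not tested beyond this interaction.

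As a list, maltase genes moved in opposite directions. The median log2 fold change was 0.63 in females (10 of 11 higher) and −0.40 in males (9 of 11 lower). The list differed between the sexes (interaction, adjusted p = 5.3e-29 from limma's camera). *Mal-B1* was an exception, with a rise of 1.07 in females and 1.06 in males, and was the only maltase past both thresholds in males. At an adjusted p-value under 0.05 alone, 2 maltases were lower in males. *Mal-A8* differed by −1.43. The median in males was −0.42 after subtraction of female RNA. Without any 1 library it came no closer to 0 than −0.31. Female RNA and a single library thus do not account for the fall in males. With library size only in place of TMM the median was −0.42, but this setting shifts all genes nearly alike (−0.02 in males) and so decides nothing about normalization, which stays open. In males the list was not past the threshold under fry (adjusted p = 0.287) or with an estimated correlation (adjusted p = 0.593), so the fall in males rests on camera's preset correlation. The difference between the sexes was tested with that correlation alone. A biological difference stays open as a hypothesis. The paper does not discuss maltases.

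Genes of fatty acid beta-oxidation were higher in males (median 0.22, 14 of 15 higher) than in females (median 0.03, 9 of 15 higher), with an interaction adjusted p of 9.3e-11 from limma's camera. The median in males was at least 0.21 without any 1 library. The call in males held under fry (adjusted p = 0.0086) but not with an estimated correlation (adjusted p = 0.199). A single library thus does not account for the rise. Normalization stays open, since library size only (median 0.20) moved this list and all other genes nearly alike. An effect of *bmm* overexpression in males on these genes is a candidate explanation that was found and tested on the same libraries.

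Yolk, vitelline membrane and chorion genes differed between the sexes (interaction, adjusted p = 6.2e-26 from limma's camera), with a median of −0.09 in females and −3.94 in males. Without male control replicate 1 the median in males was −2.62, so the size of the fall rests in part on that library. Of single genes, *CG31926* and *CG13083*, which are not on the list, and *Vml*, which is, differed by −5.42, −5.15 and −4.60. *CG31926* was under the limit of detection in *bmm* overexpression males. In control females these genes were at 69.7, 427 and 437 CPM, and in control males at 1.89, 10.7 and 8.91 CPM. The fall is consistent with egg or ovary RNA in the control male libraries, where the female RNA share gave the greater part of the fall for 113 of the 171 genes lower in *bmm* overexpression males.

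The inducible heat-shock genes and the genes of the mitochondrial unfolded protein response also differed between the sexes as lists (interaction, adjusted p = 0.0248 and 0.0319 from limma's camera). The medians were 0.21 in females and −0.02 in males for the first and −0.07 and 0.07 for the second. Both interactions were tested with camera's preset correlation alone. The heat-shock interaction was not tested without *Hsp70Ba* and *Hsp70Bb*, which differed by −3.27 and −2.51, so a difference of the other heat-shock genes as a list is not shown. No gene of the mitochondrial unfolded protein response was differentially expressed in either sex. The cause was not tested.

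Other single genes differed as well. The difference, males minus females on the log2 scale, was −2.38 for *CG15533*, −4.05 for *CG7298* and −0.89 for *Phae2*, which rose in females. It was 2.53 for *Oseg5*, 2.44 for *CG17470* and 1.92 for *phr6-4*, which were lower in females. It was 2.83 for *tor* and 0.95 for *CG34216*, which lie 87 bp apart on chromosome 2R. For *CG7298*, the female RNA share, at the level of *bmm* overexpression females, gives 1.06 times the fall in males. Its levels of 1.73, 3.98 and 0.993 CPM in control male replicates 1, 2 and 3 did not follow the order of the share, so female RNA stays open for it. For the other genes the cause was not tested.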

How the results depend on the processing

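All alternatives were set in advance, except the subtraction of female RNA, the heat-shock list without *Hsp70Ba* and *Hsp70Bb* or without *Hsromega*, and the libraries left out for the shared genes and for *bmm* in controls.

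The number of differentially expressed genes in females stayed within 1.5 times of 148 under the quasi-likelihood test, DESeq2, both other normalizations, both other filters, the fit of all 12 libraries and the replicate block. Limma-trend on the deposited CPM called 19 genes with a pseudocount of 1 (12 higher, 7 lower) and 24 with 0.1 (17 higher, 7 lower). The adjusted p-value alone called 1491 (1028 higher, 463 lower). At least 10 counts in every library left 12 lower genes among 9954 tested. In males, the quasi-likelihood test called 59 genes (21 higher, 38 lower), limma-trend 36 (16 higher, 20 lower) and 75 (52 lower), and the adjusted p-value alone 587 (262 higher, 325 lower). Subtraction of female RNA left 115 genes (79 lower), or 111 (77 lower) with the profile of control females, and 108 or 105 of them were among the 205. The cause of the other changes was not tested. Another normalization moved the median of all genes by less than 0.02 and hardly changed the split of higher against lower genes.

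Across fits that each left out 1 library, the count in females ran from 116 to 192 (94 to 166 higher, 16 to 26 lower). In males it ran from 145 to 307 (32 to 49 higher, 109 to 258 lower), with 112 lower genes without *bmm* overexpression replicate 2, 109 without *bmm* overexpression replicate 3 and 258 without control replicate 3.

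Replicates that share a number do not pair the libraries: their deviations from the group means correlated by 0.053, 0.050 and 0.132 in females and by 0.022, 0.066 and −0.009 in males. With a replicate block the count was 120 in males (95 lower), and 618 genes differed between the sexes.

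The genes that differed between the sexes numbered 735 with DESeq2 and 169 with a log2 limit of 1, and from 61 to 568 across the 12 fits that each left out 1 library. Without male control replicate 1 the count was 568, and without any of the other libraries except male control replicate 3 it was below the main count by more than 1.5 times. The adjusted p-value alone gave 204 shared genes in place of 15, and leaving out a library gave 13 to 19. The level of *bmm* in control males over control females ran from 0.59, without male control replicate 1, to 1.38 on the log2 scale. The sum of the *Hsp70* copies rose by 4.54 in males, but 543 of its 554 CPM with *bmm* overexpression were *Hsp70Bb*, so it decides nothing about *Hsp70Ba*. The permutation test of positions gave p = 0.0331 for genes changed in either sex, where the 13 genes changed in both gave 0.753.

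Of 12 lists in females, 8 were past the threshold, 3 under fry, 2 with an estimated correlation and between 4 and 8 with a library left out. Under fry these were the heat-shock genes, maltases and lipid storage, and with an estimated correlation the heat-shock genes and maltases. Of 13 lists in males, 5 were past the threshold, 2 under fry (beta-oxidation and midgut serine proteases), and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. With a library left out it was 5 to 6.

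Directions of lists reversed only in males, in lists that were not past the threshold with all libraries. The heat-shock list was lower with at least 10 counts in every library (adjusted p = 0.767), without control replicate 1 or 3 (0.593 and 0.914) and without *Hsp70Ba* and *Hsp70Bb* (0.153), and with a library left out its adjusted p ran from 0.197 to 0.914. The endoplasmic reticulum chaperones reversed under fry (0.905), without *bmm* overexpression replicate 3 (0.568) or control replicate 3 (0.623) and after subtraction (0.933), with a range from 0.549 to 0.851. The antimicrobial peptides reversed without *bmm* overexpression replicate 3 (0.568) or control replicate 3 (0.167). They passed the threshold as higher without control replicate 1 (0.0015) or *bmm* overexpression replicate 2 (0.0444), so this list depends on single libraries. So do the accessory gland genes, which were past the threshold as lower without *bmm* overexpression replicate 1 (0.0449) or 3 (0.0425) or control replicate 2 (0.00042), and after subtraction of female RNA (0.0486). The antioxidant genes reversed without control replicate 3 (0.914), with a range from 0.359 to 0.914. The log2 fold change of *CG5045* in males ran from −0.0734 to 0.01, the latter (0.00587) without *bmm* overexpression replicate 2. The cause was not tested. Other changes of single genes were 21 weaker calls and, with a library left out, 1 stronger call.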

Differences from the paper's values

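The paper gives a rise of *TRAP1* mRNA of about 5 times in both sexes by qPCR (Figure 5M, 5N). In the RNA-seq libraries the fold of the mean CPM was 0.956 in females and 1.11 in males. The 2 measurements were not made by the same method. None of the 13 alternatives set before the data were examined closed the gap, with folds from 0.956 to 0.986 in females and from 1.09 to 1.11 in males.

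The paper's statement that *Hsp70Ba* was among the significantly differentially expressed genes in both sexes was not met for males here, where its log2 fold change of 2.08 had an adjusted p of 0.0806 (edgeR's exact test). It passed without male control replicate 2 (3.50, adjusted p = 4.6e-18). The paper reports higher *Hsp60* and *Hsp22* mRNA in *bmm* overexpression flies by qPCR. Here *Hsp60A* changed by −0.17 in females (adjusted p = 0.0143) and by 0.12 in males (adjusted p = 0.716), both from edgeR's exact test. *Hsp22* had 0 counts in all 12 libraries. It lies inside *CG4456* on the same strand in the BDGP6.54 annotation, where reads are ambiguous to a gene counter, so the 0 is not read as absence of expression.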

Other observations

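The tests of reads moved between *Hsp70* copies, of the share of female RNA, of male control replicate 1, of genes with little expression in females, of chromosome 2 and of the region around *tor* were chosen only after the results were seen. Egg or ovary RNA as an explanation was written down earlier, but the share that measures it was not.

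No other split of the 6 libraries gave as many differentially expressed genes as the real one: 1 of 10 splits did in each sex, the real one, and the next gave 4 genes in females and 7 in males. With 3 libraries against 3 the share cannot be under 0.1.

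A general heat-shock response is argued against by the other heat-shock genes. Of 8 with a mean of at least 5 CPM, the highest upper 95% limit of a log2 fold change in females was 0.43, that of *stv*, where *Hsp70Bb* rose by 7.67. The camera test without *Hsp70Ba* and *Hsp70Bb* gave an adjusted p of 0.806 in females. Reads moved between copies are argued against for the copies taken together, since their sum rose by 4.54 in males. For *Hsp70Ba* alone, reads of *Hsp70Bb* assigned to it stay open: its excess was 1.03% of that of *Hsp70Bb* in males (1.00% to 1.07%) and 1.57% in females (1.36% at least). Reads of the *UAS* transgene that map to the *Hsp70B* genes stay open, since *UAS* vectors can carry a piece of an *Hsp70* promoter and the paper does not describe the vector. The excess of *Hsp70Bb* was 5.82%, 5.59% and 5.31% of the excess of *bmm* in females and 4.62%, 4.82% and 5.03% in males, while the excess of *bmm* was 2.35 times higher in males. The ratio in males was 0.865 times that in females, a difference beyond the spread of the libraries, which goes against a share of transgene reads that is equal in both sexes. A share that differs between the sexes is not excluded by these values, and it cannot be told apart from a separate response of *Hsp70Bb*, since read positions, which would decide, were not analysed here.

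Genes lower in *bmm* overexpression males may in part reflect egg or ovary RNA in the control male libraries. The female RNA share gave the greater part of the fall for 113 of 171 genes. The share fell from control replicate 1 to 2 to 3, and 70.2% of the genes followed that order, against 17.3% of all tested genes. A single control library does not account for the whole count, since at least 151 genes were lower without any 1 control replicate. Single libraries still moved the count, to 258 without control replicate 3 and to 109 and 112 without *bmm* overexpression replicates 3 and 2. Female RNA does not account for all of it: for 43 of the 171 genes, even the highest share gave under 0.1 of the fall, where the exact test called 15 unchanged genes in simulated males. The 79 genes lower after subtraction do not add to this, since for 32 of the 77 among them that were lower before, the highest share gives the greater part of the fall, and subtraction of a fixed female profile may leave such genes behind. For comparison, 1 fly of 20 is 5% of a replicate.

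In male control replicate 1, *bmm*, *w* and *Hsp70Bb* were higher than in the other control male libraries, with 474, 5.35 and 23.8 CPM. RNA of control females is argued against, since the excess of *bmm* was 46.9 times what the female RNA share of that library brings at their level. At the levels of *bmm* overexpression females the share comes within a factor of 1.23 of the excess of these 3 genes, which were chosen after their values were seen. *CG7298*, another gene that tells these sources apart, goes against it: the share brings 2.85 CPM from *bmm* overexpression females, but the library had 1.73 CPM, against 3.98 and 0.993 CPM in control replicates 2 and 3. With 1 library and 4 such genes, RNA of *bmm* overexpression females stays open. *bmm* was 2.19 times higher in control males than in control females (log2 1.13, adjusted p = 0.0011 from edgeR's quasi-likelihood test), and the difference was 0.59 without this library.

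The 13 genes changed in the same direction in both sexes did not lie together, with at most 2 in a window of 1 Mb (permutation test against random genes, p = 0.753). With 13 genes this leaves open whether strain sequence linked to the transgenes changes single genes. The 13 genes include *bmm* on 3L, which was overexpressed by design, so its place says nothing about linked sequence. The same may hold for *Hsp70Bb* on 3R, where transgene reads stay open, and for *w* on X, where an effect of the insertion does. The tests of all 13 genes were not repeated without *bmm*, *w* and *Hsp70Bb*. Of the 13 genes, 8 lie on chromosome 2, as do 38.3% of the genes tested (one-sided exact hypergeometric test, p = 0.0768). The 4 of them that were lower in both sexes all lie there (one-sided exact hypergeometric test, p = 0.0215), as do 4 of the 9 that were higher (44.4%). Chromosome 2 was chosen after the results were seen, and the test of the genes lower in both sexes rests on 4 genes. These tests thus do not decide about linked strain sequence.

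In males, *CG34216*, *tor*, *CG1941* and *Dgat2*, which are neighbours on chromosome 2R, rose by 2.23, 3.73, 1.50 and 1.83. In females they changed by 1.25, 0.85, 0.10 and 0.16. A window of 50 kb held 4 of the 34 genes higher in males, which random genes did not match (permutation test, p = 1e-04, the smallest that 10000 draws can give). A local effect on these genes, such as a difference of strain sequence or an insertion nearby, is a candidate explanation, and which of them applies was not tested.

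The remaining lists gave the following adjusted p-values from limma's camera. In females, lipid storage and lipolysis, which includes *bmm*, was higher (2.3e-17), as were mitochondrially encoded genes (0.0307), while yolk, vitelline membrane and chorion genes (0.0419), nuclear genes of oxidative phosphorylation (0.0419) and midgut serine proteases (0.0307) were lower. Fatty acid beta-oxidation did not differ (0.66). In males, lipid storage and lipolysis was higher (5.9e-07) and midgut serine proteases were lower (0.007), though not after subtraction of female RNA (0.886), where their median went from −0.39 to −0.19. The list of lipid storage and lipolysis was not tested without *bmm*, the overexpressed gene itself, so its rise was in part fixed by the design. The median of this list was 0.24 in females and 0.13 in males, with 9 of 14 genes higher in each sex. The heat-shock genes (0.873), mitochondrial unfolded protein response (0.263), endoplasmic reticulum chaperones (0.979), antimicrobial peptides (0.573), mitochondrially encoded genes (0.241), nuclear oxidative phosphorylation (0.315) and antioxidant genes (0.742) did not differ. Accessory gland genes were not past the threshold with all libraries (0.198) but were past it, as lower, in some of the alternatives. By Fisher's exact test, the differentially expressed genes held more maltases in females (adjusted p = 0.005) and more yolk, vitelline membrane and chorion genes in males (adjusted p = 2.4e-38). Adjusted over the list alone, 10 maltases were under 0.05 in each sex, 8 and 7 genes of lipid storage and lipolysis in females and males, 1 and 8 of beta-oxidation, and 3 and 12 midgut serine proteases. When adjusted over all tested genes, the counts in females and males were 9 and 3 for maltases and 8 and 6 for lipid storage and lipolysis. They were 1 and 7 for beta-oxidation and 3 and 7 for midgut serine proteases.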
